# A transcription regulator atlas identifies TOX3 as an Atoh1 coactivator in cerebellar development and tumorigenesis

**DOI:** 10.1073/pnas.2527163123

**Published:** 2026-03-18

**Authors:** Xiaoxin Chen, Xiaochen Zhong, William Yue, Bruce Wang, Brian Woo, Hani Goodarzi, Zaili Luo, Q. Richard Lu, Frédéric Flamant, Jeremy F. Reiter, Guo N. Huang

**Keywords:** cerebellar development, medulloblastoma, granule neuron progenitors, transcription factor, TOX3

## Abstract

Organ development and function are orchestrated by intricate transcriptional circuits. Here, we present a comprehensive atlas profiling 1,904 transcription regulators in the brain, cerebellum, heart, kidney, liver, ovary, and testis of fetal, neonatal, and adult mice. Using this dataset, we uncover Thymocyte Selection-Associated High Mobility Group Box Family Member 3 (TOX3) as a potential coactivator of Atoh1 in cerebellar granule neuron progenitors (GNPs). *Tox3*-deficient mice display severe ataxia and cerebellar hypoplasia, driven by depletion of GNPs, diminished *Atoh1* expression, and impaired primary cilia. Single-nucleus RNA-sequencing analyses reveals compromised maintenance of the progenitor pool. *TOX3* is also highly expressed in subsets of medulloblastoma, and its deletion reduces cerebellar neoplasia and prolongs survival in a mouse model. Mechanistically, how lineage-defining factors such as Atoh1 drive robust gene expression despite weak intrinsic transactivation activity remains unclear. We show that Tox3 physically associates with Atoh1 and co-occupies shared regulatory elements, converting an otherwise weak single-copy Atoh1-responsive E-box into a highly active enhancer that drives transcriptional activation by up to 120-fold, including at an ultraconserved E-box downstream of *Atoh1* itself. Cross-species single-cell comparisons further show an association between *Tox3* expression and cerebellum expansion during vertebrate evolution. Together, this work supports Tox3 as a critical Atoh1 coactivator in cerebellar development, tumorigenesis, and evolution, while providing an atlas and screening strategy as a valuable resource for exploring novel transcriptional regulators in organogenesis and tissue physiology.

## Significance

The formation and function of organs depend on tightly controlled gene networks, yet we lack a comprehensive understanding of the transcription factors that drive organ development and disease. Here, we profile nearly 2,000 transcriptional regulators across multiple mouse organs and identify Tox3 as a key coactivator of Atoh1 in the cerebellum. Loss of *Tox3* disrupts cerebellar development, impairs progenitor maintenance, and reduces tumor formation in a mouse model of medulloblastoma. Mechanistically, Tox3 and Atoh1 synergistically activate target genes, revealing how weak transcription factors achieve robust gene expression. These findings uncover a fundamental mechanism of neuronal development and tumorigenesis and provide a resource and strategy for discovering novel transcriptional regulators in organogenesis and tissue function.

The formation and proper functioning of organs depend on complex transcriptional networks, yet how these networks achieve both robustness and context specificity in vivo remains incompletely understood. Organogenesis is driven by progenitor populations that must precisely balance proliferation with differentiation, a process coordinated by lineage-defining transcription factors acting together with cofactors that modulate their activity. While many lineage factors are essential for cell fate specification, they often possess limited intrinsic transactivation capacity, raising a fundamental question: how are stable, high-output transcriptional programs generated from inherently weak regulatory inputs?

This question is particularly salient during transient phases of progenitor amplification, when modest transcriptional activity must sustain rapid tissue growth. In the developing nervous system, such amplification underlies dramatic postnatal expansion and contributes to species-specific differences in organ size and complexity. The cerebellum exemplifies this challenge. Containing more than half of the neurons in the human brain, the cerebellum undergoes rapid postnatal growth driven largely by granule neuron progenitors (GNPs). These progenitors arise from the embryonic rhombic lip, expand extensively within the external granule layer, and subsequently differentiate and migrate inward to form the internal granular layer (1–4). This amplification phase is prominent in mammals and birds but reduced or absent in aquatic vertebrates, and variation in its duration and magnitude has been implicated in shaping cerebellar size, foliation, and evolutionary complexity (5, 6). Disruption of GNP proliferation or maintenance leads to cerebellar hypoplasia and ataxia (7), whereas uncontrolled expansion gives rise to medulloblastoma, the most common malignant pediatric brain tumor (8–10).

The basic helix–loop–helix (bHLH) transcription factor Atoh1 (also known as Math1) is indispensable for GNP specification, and its loss results in cerebella devoid of GNs, foliation, or lamination (11). Atoh1 also plays an essential role in GNP proliferation during both cerebellar development and in certain types of medulloblastoma, in part by controlling cilia formation and Sonic hedgehog (Shh) signaling (12). Despite its central role, Atoh1 exhibits weak transactivation activity as it induces only a modest (~twofold) activation of reporter gene expression driven by a single copy of its E-box binding motif (13). Thus, the potency of the Atoh1-dependent developmental program cannot be explained solely by its intrinsic biochemical activity, suggesting that additional regulatory mechanisms must stabilize and amplify Atoh1-driven transcription in vivo.

To systematically identify such mechanisms, we built a transcription regulator atlas by profiling 1,904 transcription factors and cofactors across developing mammalian organs. This comparative, organ-wise approach was designed to uncover regulators that confer context-dependent logic to conserved lineage programs. From this unbiased analysis, we identified TOX3, a high-mobility group (HMG) domain-containing protein, as a top cerebellum-enriched candidate. Although TOX3 polymorphisms have been linked to breast cancer and neurological disorders such as Parkinson’s disease and restless legs syndrome (14–18), its function in cerebellar development remains unknown.

Here, we identify TOX3 as a context-specific regulator of the cerebellar transcriptional program. Rather than functioning as a generic chromatin factor, TOX3 interacts with Atoh1 to coactivate shared target genes, including an ultraconserved enhancer downstream of the *Atoh1* locus, establishing a positive-feedback loop that sustains *Atoh1* expression and stabilizes GNP identity during rapid cerebellar expansion. Using genetic models, bulk and single-nucleus RNA-seq, ChIP-seq, reporter assays, and tumor models, we demonstrate that disruption of this network impairs progenitor maintenance, cerebellar growth, and Shh-driven tumorigenesis. Together, these findings offer insight into cerebellar development, disease, and the evolutionary emergence of progenitor amplification in vertebrates.

## Results

### Identification and Expression of an Understudied Transcriptional Regulator Tox3 in Cerebellar Development.

Transcriptional networks that drive organogenesis must maintain stable gene expression programs despite rapid cell proliferation and dynamic developmental cues. To identify regulators that may contribute to this transcriptional robustness, we performed an unbiased, organ-wise comparative transcriptomic analysis of transcription factors and cofactors across developing mouse tissues using a published RNA-seq dataset (19) (Fig. 1*A*). Through this analysis, we scrutinized the expression profiles of 1,906 annotated mouse transcription factors and cofactors (20), identifying 366, 272, 204, 208, 313, 190, and 353 genes enriched in the brain, cerebellum, heart, kidney, liver, ovary, and testis, respectively (Fig. 1*B* and Dataset S1). Gene Ontology (GO) analysis of these tissue-enriched transcriptional regulators unveiled enrichment in pathways closely associated with the developmental processes and biological functions of their respective organs (*SI Appendix*, Fig. S1*A*). Our analysis identified numerous genes with well-established roles in organ development (Fig. 1*B*). The complete list of characterized and uncharacterized genes is provided in Dataset S1. Collectively, these findings provide a comprehensive view of transcriptional regulators underlying organ development.

**Fig. 1.**
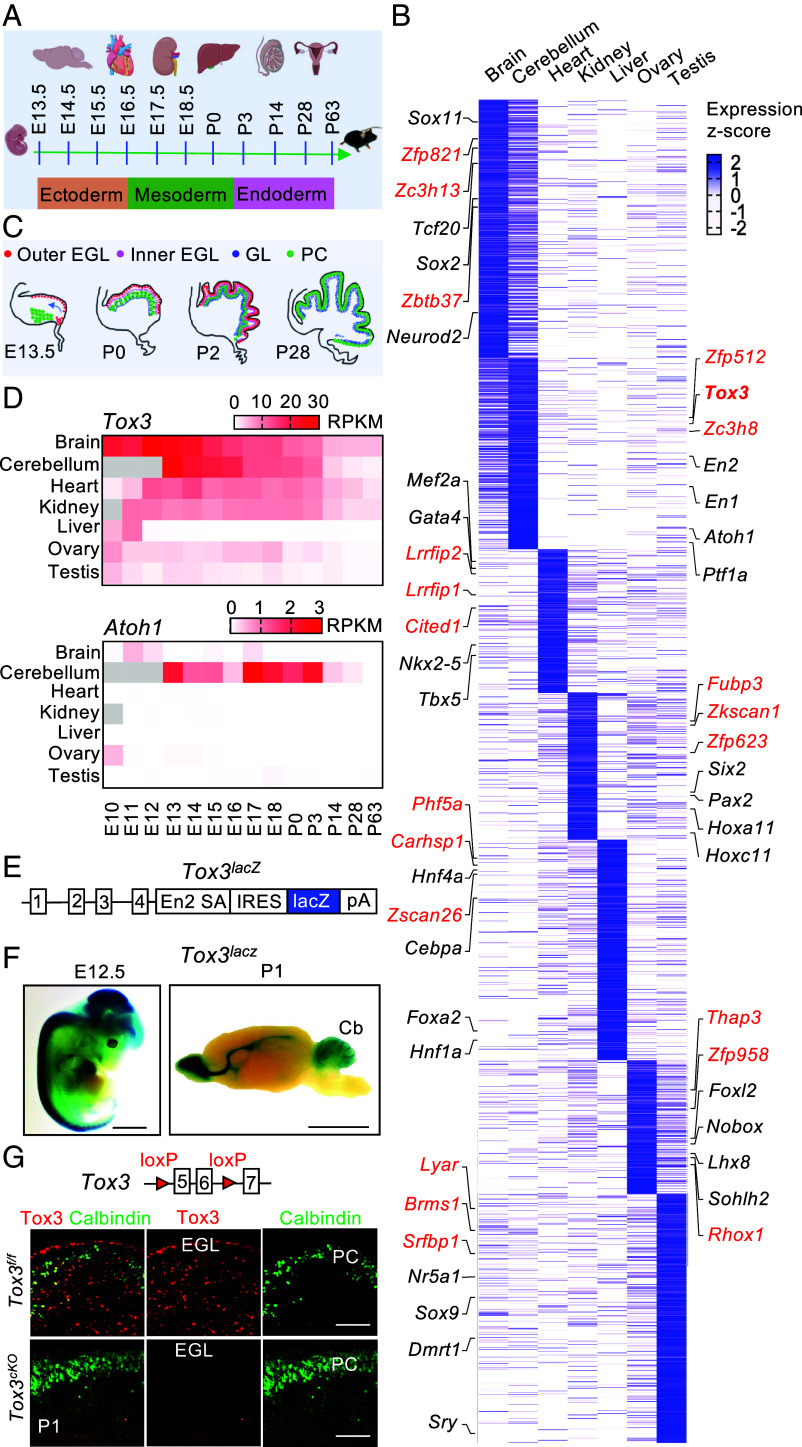
Identification and expression of an understudied transcriptional regulator, Tox3, during cerebellar development. (*A*) Mouse organs and developmental stages sampled for bulk RNA sequencing. E, embryonic; P, postnatal. (*B*) Heatmap showing organ-enriched transcriptional regulators grouped by organ and arranged by average gene expression levels across 14 developmental stages. Genes whose knockout phenotypes have not been reported are shown in red, whereas those with characterized knockout phenotypes are shown in black. (*C*) Schematic diagram illustrating stages of mouse cerebellar development, highlighting GNP proliferation and migration between E13.5 and P28. (*D*) Heatmap showing the expression of *Tox3 and Atoh1* in major mouse organs across developmental stages. Gray indicates unavailable data. (*E*) Schematic showing the mouse *Tox3* locus with insertion of the *lacZ* reporter gene. (*F*) X-gal staining of an E12.5 mouse embryo and P1 mouse brain. (*G*) Representative images of Tox3 and calbindin immunostaining in P1 control (n = 2) and mutant (n = 3) cerebella. EGL, external granule layer; GL, granule layer; PC, Purkinje cells. *Tox3^cKO^*, *Nestin-Cre;Tox3^f/f^*. [Scale bar: 2 mm (*F*), 100 μm (*G*).]

Considering that GNP amplification occurs predominantly during early postnatal stages (Fig. 1*C*), we further screened the 272 cerebellum-enriched genes to identify candidates with potential roles in this process. Using stringent criteria: an average Reads Per Kilobase per Million mapped reads (RPKM) > 1 and a postnatal day 0 (P0)/P63 expression ratio > 8, we identified 26 candidate genes (*SI Appendix*, Fig. S1*B* and Dataset S2). Because lampreys represent the earliest vertebrates to possess a primitive cerebellum (21), we hypothesized that genes contributing to cerebellar expansion arose after the divergence from lampreys and therefore lack clear lamprey orthologs. Consistent with this hypothesis, among the 26 candidates, 12 were classified as Type I genes, which have evolutionarily related but nonorthologous counterparts in lampreys, whereas the remaining 10 were classified as Type II genes, for which no similar lamprey genes were identified. Notably, *Tox3* emerged as a prominent Type I gene, exhibiting high expression during the perinatal period (RPKM >10).

Further investigation into the expression pattern of *Tox3* across seven organs in mice and humans using a published RNA-seq dataset (19) revealed intriguing insights. In mice, *Tox3* expression increased in the cerebellum between embryonic day 13.5 (E13.5) and E16.5, with a decline observed by P14 (Fig. 1*D*). Similarly, in humans, *TOX3* shows robust expression in the cerebellum from as early as 4 wk postconception through infancy (*SI Appendix*, Fig. S1*C*). Among Type II genes, *Atoh1* emerged as a top candidate based on its high P0/P63 expression ratio (*SI Appendix*, Fig. S1*B*). Atoh1 is well established as a key regulator of GNP maintenance and proliferation and is predominantly expressed in the cerebellum during developmental stages that closely parallel those of *Tox3* expression (Fig. 1*D* and *SI Appendix*, Fig. S1*C*). Notably, the temporal overlap in the expression of *Tox3*/*TOX3* and *Atoh1*/*ATOH1* coincides with the critical phases of GNP generation, migration, and expansion in the developing cerebellum.

To further validate the RNA-seq results and examine the spatial-temporal expression of *Tox3* in different organs, we generated a transgenic mouse model with a *lacZ* reporter gene inserted into the *Tox3* genomic locus (Fig. 1*E* and *SI Appendix*, Fig. S1*D*). X-gal staining results demonstrated high expression of *Tox3* in the brain and spinal cord at E12.5 (Fig. 1*F*). *Tox3* is highly expressed in the cerebellum as well as olfactory bulb and corpus callosum at P1 (Fig. 1*F*). At P7, *Tox3* expression remained detectable in both the cerebellum and the olfactory bulb (*SI Appendix*, Fig. S1*E*). *Tox3* expression was also detectable in the kidneys at P7 but was not observed in the liver, spleen, and lung (*SI Appendix*, Fig. S1*F*). Overall, the X-gal staining results were consistent with the RNA-seq data, both indicating robust *Tox3* expression in the brain, cerebellum, and kidneys during the perinatal period, with decreased expression observed postnatally.

Given the potential role of Tox3 in the developmental proliferation of cerebellar GNPs and its association with medulloblastoma, a cancer that can arise from uncontrolled proliferation of these progenitors, we conducted further analysis. Specifically, we performed immunohistochemical staining on P1 mouse cerebellum sections using an anti-Tox3 antibody and the Purkinje cell marker Calbindin. This confirmed the expression of Tox3 protein in the external granule layer and Purkinje cells. We validated the antibody specificity using the *Nestin-Cre;Tox3^f/f^* mutant tissue which deletes *Tox3* in all neural cell types (Fig. 1*G*).

### Mice with *Tox3* Deficiency Show Severe Ataxia and Cerebellar Hypoplasia.

To investigate the physiological function of *Tox3*, we generated mice with germline inactivation of *Tox3*. Homozygous *Tox3^−/−^* mice were born at the expected Mendelian frequency. However, more than 70% of these mice died within 12 d after birth (Fig. 2*A*). Among the survivors, notable differences in size and body weight were observed, with the knockout animals displaying a markedly smaller stature (*SI Appendix*, Fig. S2 *A* and *B*). Notably, these knockout animals exhibited significant motor impairments, characterized by tremors and a lack of balance, suggestive of ataxic conditions (Movie S1; knockout mice are smaller). Subsequent examination of the cerebella at P7 revealed a noticeable reduction in size compared to the control group, with the disparity becoming more pronounced by P31 (Fig. 2*B*). Hematoxylin and eosin (H&E) staining was performed to further investigate the effects of *Tox3* inactivation on organs exhibiting high *Tox3* expression. Comparing midsagittal sections, both *Tox3^−/−^* cerebella and brains appeared smaller at P14 (*SI Appendix*, Fig. S2*C*). A striking difference in the cytoarchitecture of the cerebella between the control and knockout groups was observed, with the knockout group exhibiting severe hypoplasia and an almost complete absence of the internal granule cell layer (Fig. 2*C*). However, foliation was less affected, as the five cardinal lobes, delineated by the four principal fissures, were still evident in the knockout cerebellum. No overt histological differences were observed in the brain, including the hippocampus (insert, *SI Appendix*, Fig. S2*C*). Kidney micrographs showed that, aside from the smaller size of the knockout kidneys, no obvious histological differences were observed (*SI Appendix*, Fig. S2*D*). Similarly, examination of the heart micrographs did not reveal any obvious pathological alterations in the knockout heart at P14 (*SI Appendix*, Fig. S2*E*). In summary, germline inactivation of *Tox3* results in lethality, ataxia, and a striking failure of postnatal cerebellar expansion. Importantly, early cerebellar patterning and foliation were relatively preserved, indicating that *Tox3* is dispensable for initial lineage specification but is essential for sustaining progenitor output during postnatal cerebellar growth.

**Fig. 2.**
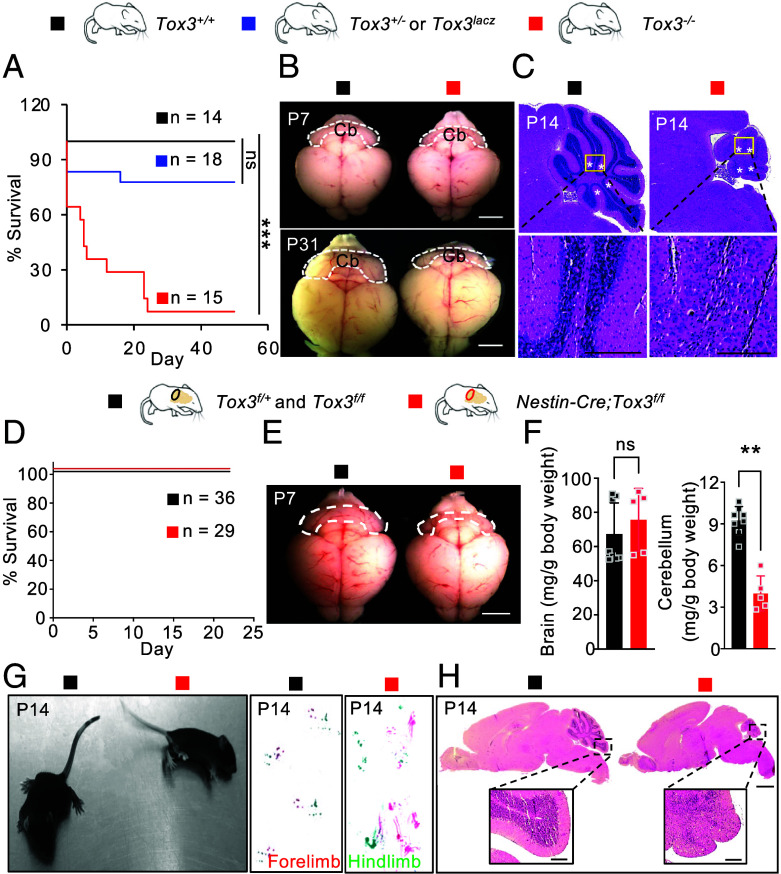
Germline and neural deletion of *Tox3* leads to severe ataxia and cerebellar hypoplasia. (*A*) Kaplan–Meier survival analysis of *Tox3* global knockout mice (*Tox3^+/+^,* n = 14;*Tox3^+/−^*, n = 18; *Tox3^−/−^*, n = 15). (*B*) Whole-mount images of brains from control and *Tox3* knockout mice at P7 and P31. Cb, cerebellum. (*C*) Representative H&E-stained cerebellar sections from control and knockout mice at P14. The four principal fissures (asterisks) and five cardinal lobes remain evident in the knockout cerebellum. (*D*) Kaplan–Meier survival analysis of conditional knockout mice (*Tox3^f/+^* and *Tox3^f/f^*, n = 36; *Nestin-Cre;Tox3^f/f^*, n = 29). (*E*) Gross morphology of brains from control and mutant mice at P7. (*F*) Quantification of brain and cerebellum weights in control and mutant mice at P7 (*Tox3^f/+^*and *Tox3^f/f^*, n = 8; *Nestin-Cre;Tox3^f/f^*, n = 5). (*G*) Representative images illustrating ataxia in mutant mice and footprint patterns of control and mutant mice at P14. (*H*) Representative H&E-stained cerebellar sections from control and mutant mice at P14. Values are reported as mean ± SEM. ns, not significant; **P < 0.01; ***P < 0.001. [Scale bar: 2 mm (*B*), 500 μm (*C*), 2 mm (*E*), 500 μm (*H*), 100 μm (*H*, insert).]

Because *Tox3* is highly expressed in GNPs which are crucial for cerebellar development and motor control, we next generated mice lacking *Tox3* in the nervous system (*Nestin-Cre;Tox3^f/f^*). Knockout efficiency was confirmed by reverse transcription coupled with qPCR (RT-qPCR) analysis of P1 cerebella, showing near-complete deletion of *Tox3* in mutants (98 ± 1.6%; *SI Appendix*, Fig. S2*F*). In contrast to global knockout mice, no neonatal deaths were observed in conditional knockout mice (Fig. 2*D*). However, mutant mice with neural deletion of *Tox3* also displayed smaller body sizes (*SI Appendix*, Fig. S2 *G* and *H*), reduced cerebellum sizes (Fig. 2 *E* and *F*), and severe ataxia (Fig. 2*G*). Motor deficits first became apparent around P10 (Movie S2, mutant on the right) and progressed in severity by P14 (Fig. 2*G* and Movie S3, mutant on the right). Histological examination at P14 unveiled severe cerebellar hypoplasia, characterized by a near absence of granule cells (Fig. 2*H*). Intriguingly, although *Tox3* is expressed during early development in both the brain and cerebellum (Fig. 1 *D* and *F*), the relative weight of the cerebellum but not the whole brain after normalization to the body weight is selectively impaired in *Tox3* mutant mice (Fig. 2*F*). This result suggests that *Tox3* is either not required or there is a redundant mechanism for the development of the rest of the brain. Altogether, these findings underscore a critical role for *Tox3* in cerebellar development, with its targeted inactivation leading to cerebellar hypoplasia and motor deficits in mutant mice.

### Inactivation of *Tox3* Causes Profound Defects in Cerebellar GNPs.

To determine whether the observed cerebellar hypoplasia stemmed from impaired proliferation of GNPs, we evaluated Ki67- and phosphorylated histone H3 (pHH3)-positive cells in the external granule layer (Fig. 3*A* and *SI Appendix*, Fig. S3*A*). At P0, the cerebellar size of the mutant and control littermates was comparable, with a substantial number of Ki67- and pHH3-positive cells detected in the external granule layer of the mutant mice. This indicates that the proliferation deficiency mainly occurred during postnatal development. By P2, a substantial number of Ki67- and pHH3-positive cells were observed in the external granule cell of control cerebella. However, only a sparse population of Ki67- and pHH3-positive cells persisted in the external granule layer of mutant mice. Notably, between P2 and P4, the number of Ki67- and pHH3-positive external granule cells was significantly reduced by >90% in *Nestin-Cre;Tox3^f/f^* mice (Fig. 3*A*). By P12, a proliferating layer of GNPs remained evident in the external granule layer of control cerebella, a feature that was absent in the mutants. These findings substantiate that inactivation of *Tox3* leads to impaired proliferation of GNPs during critical stages of cerebellar development. Moreover, a scattering of Purkinje cells was also observed in the mutant cerebellum (*SI Appendix*, Fig. S3*B*). We also observed an abnormal excess of proliferative and mitotic cells in the inner layer of the mutant cerebellum at P2, which was absent in control animals (Fig. 3*A*). We further examined the phenotype at P1 and observed normal localization but visually reduced proliferation of GNPs (Fig. 3*B*). These results suggest reductions in either the number of GNPs, the proliferation rate of GNPs, or both on P1 mutant cerebella. The presence of mitotic cells in the P2 mutant cerebellum may reflect mislocalization or premature migration of proliferative GNPs from the external granule layer into the internal cerebellar regions. These abnormalities likely contribute to the progressive development of the ataxic phenotype.

**Fig. 3.**
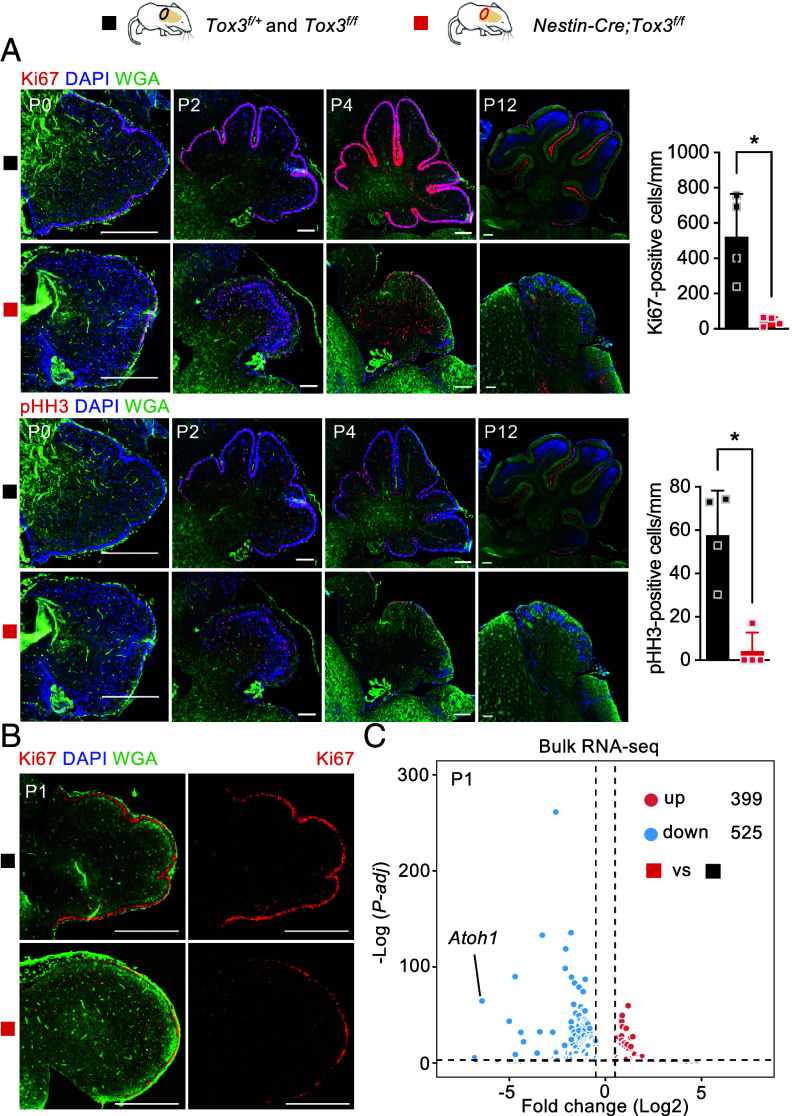
Loss of *Tox3* causes profound defects in cerebellar GNPs. (*A*) Representative images of Ki67 and pHH3 staining in control and mutant cerebella at P0, P2, P4, and P12. Quantification of proliferating cells in the P2–P4 cerebellum is shown on the *Right*. pHH3, phospho-histone 3 (*Tox3^f/+^*and *Tox3^f/f^*, n = 4 mice; *Nestin-Cre;Tox3^f/f^*, n = 4 mice). EGL, external granule layer. (*B*) Ki67 staining of control and mutant cerebella at P1. (*C*) Volcano plot showing differentially expressed genes in mutant cerebella identified by bulk RNA-seq analysis. Values are reported as mean ± SEM. *P < 0.05. [Scale bar: 500 μm (*A* and *B*).]

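RNA from the cerebella of mice at postnatal day 1 was sequenced in bulk in 6 libraries, 3 labelled control and 3 labelled mutant. The labels give the controls as *Tox3 f/f* animals without Cre and the mutants as *Nestin-Cre;Tox3 f/f* animals, whereas the key of Fig. 3 names both *Tox3 f/+* and *Tox3 f/f* animals as controls. Nestin-Cre is a transgene that expresses Cre recombinase in the nervous system and so deletes the floxed *Tox3* allele there. All 3 mutants and none of the labelled controls carried it, so the transgene and the deletion cannot be separated in this comparison. mRNA was selected with poly-T beads and sequenced as paired-end reads, and the authors removed low-quality reads, aligned the rest to the mm10 mouse genome with HISAT2 and counted reads per gene with featureCounts. The deposited counts were not normalized. The strand setting of the counting is not stated in the paper, so reads of overlapping genes may have been shared. Total counts on genes were 15521900, 15511338 and 15635391 in the libraries labelled control 1, 2 and 3 and 17178478, 15391854 and 15948923 in those labelled mutant 1, 2 and 3. At this depth, 3 counts correspond to at most 0.196 CPM, the count scaled by the normalized library total, and lower values were treated as not detected. Of 54532 genes, edgeR's filter on low counts kept 17505, which held 99.8% of the counts, and TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were applied to them. A gene was called downregulated or upregulated at an adjusted p under 0.01 and a log2 fold change beyond 0.5, the thresholds in the paper's methods. The libraries were of both sexes. *Xist* was counted at 2419, 2147 and 1983 CPM in control 2, control 3 and mutant 2, while the Y-chromosome gene *Ddx3y* was counted at 94.5, 71.3 and 68.6 CPM in control 1, mutant 1 and mutant 3. The targeted gene *Tox3* (ENSMUSG00000043668) lies on the minus strand of chromosome 8 of GRCm38 from 90247040 to 90348343. It was counted at 64.3, 63.0 and 64.4 CPM in the libraries labelled control and at 55.3, 63.2 and 59.2 CPM in those labelled mutant, and the ranges of the groups overlapped. Its log2 fold change was −0.11 (standard error 0.06, adjusted p = 0.252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between −0.15 and −0.06 across 19 other fits. The count covers every exon of the gene, and the paper's text does not name the deleted exon. The count of the targeted gene therefore does not check the labels, and every direction given for these data is that of the libraries labelled mutant against those labelled control.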

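In the libraries labelled mutant, 635 genes were downregulated and 530 upregulated, so that 54.5% of the 1165 calls were downregulated. Of these, 586 downregulated and 514 upregulated genes were protein-coding. The median log2 fold change was −0.74 among the downregulated and 0.67 among the upregulated genes, and 163 and 81 of them lay beyond 1. In every called gene, the values of the 3 libraries labelled mutant did not overlap those of the 3 labelled control. Such separation was found in 40.5% of all tested genes, where chance gives 10%. The first principal component, with 45.9% of the variance, separated the groups. The counts were lowest under edgeR's test of the fold change against the threshold of 0.5 itself, which called 145 downregulated and 30 upregulated genes. They were highest, at 1268 and 1147, without a fold change threshold. Without the library labelled mutant 3, 349 genes were upregulated. With the level of Y-chromosome genes as a covariate for sex, 606 of the downregulated and 494 of the upregulated genes were called again. Apart from *Atoh1*, the largest falls by fitted log2 fold change were those of *C230057A21Rik*, *Fgf8*, *Chrnb4* and *Tlx3*. The first and the second of these were not detected in the libraries labelled mutant, so their place in this order rests on fitted values and only a bound on the fall is known. *C230057A21Rik* (ENSMUSG00000103346), a lincRNA on chromosome 3 from 8732870 to 8736360, had 18, 16 and 20 counts in the controls and no count in any mutant library, at least 6.30-fold lower. *Fgf8* (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915) had 50, 33 and 31 counts against 1, 0 and 0 and was at least 13.3-fold lower. *Chrnb4* (ENSMUSG00000035200, chromosome 9 from 55028154 to 55048779) fell from 16.7 ± 0.497 to 0.529 ± 0.399 CPM (SD, n = 3), a log2 fold change of −4.99 (standard error 0.32, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test). *Tlx3* (ENSMUSG00000040610, chromosome 11 from 33200752 to 33203589) fell from 38.0 ± 4.96 to 1.44 ± 0.629 CPM (SD, n = 3). The largest rise was that of *Onecut1* (ENSMUSG00000043013, chromosome 9 from 74861921 to 74891781), which had 4, 2 and 2 counts in the libraries labelled control and 30, 18 and 37 in those labelled mutant, a log2 fold change of 3.27 (standard error 0.49, adjusted p = 0.00109 from the same quasi-likelihood test). It was followed by *Cbr2* with a log2 fold change of 2.44, *Gm44544* with 2.14, *Ctxn3* with 1.90 and *Fgfbp1* with 1.86. *Cbr2* and *Fgfbp1* each fell short of the thresholds in 6 other fits. *Gm44544*, which overlaps *Zfp385c* on the same strand, did so in 11.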

To comprehensively assess Tox3-mediated transcriptional changes, we performed bulk RNA-seq analysis of P1 cerebella, identifying 525 downregulated and 399 upregulated genes in mutant samples. Notably, among the downregulated genes, *Atoh1* emerged as one of the most significantly affected (Fig. 3*C*). 

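*Atoh1* (ENSMUSG00000073043) lies on the plus strand of chromosome 6 of GRCm38 from 64729125 to 64731245. It had 501, 491 and 481 counts in the libraries labelled control 1, 2 and 3 and 10, 4 and 4 in those labelled mutant 1, 2 and 3. Its level fell from 31.8 ± 0.873 to 0.362 ± 0.186 CPM (SD, n = 3), while *Tox3* showed no such difference. The log2 fold change was −6.401 (standard error 0.19, adjusted p = 8.85e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Atoh1* held rank 3 by p among all tested genes. Its rank was 12 with DESeq2, 9 with limma-trend on log2(FPKM + 0.1) and between 1 and 5 in the other fits that tested it. In the edgeR fit, smaller p-values were found for *Chrna3*, which was picked out after its values were seen and had a log2 fold change of −3.29 (standard error 0.09, adjusted p = 7.08e-08 from the same test), and for *Barhl1* on chromosome 2. *Barhl1* (ENSMUSG00000026805, 28907679 to 28916668) fell from 307 ± 17.8 to 51.1 ± 2.86 CPM (SD, n = 3), a log2 fold change of −2.59 (standard error 0.06, adjusted p = 3.79e-08 from edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change of *Atoh1* stayed between −6.92 and −6.19. It was smallest, −3.76, on the scale of log2(FPKM + 1), whose pseudocount of 1 understates changes of genes near 0. *Atoh1* was not tested where at least 10 counts were required in every library.

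**Figure D1:**
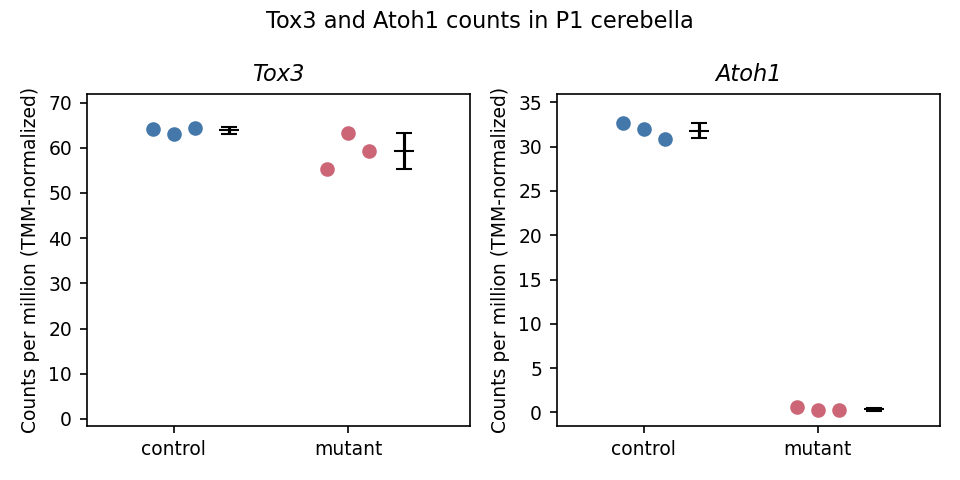
TMM-normalized CPM of *Tox3* and *Atoh1* in each of the 6 libraries, grouped by label, with the mean and SD of each group of 3. *Tox3* lies between 55.3 and 64.4 CPM in all libraries, whereas *Atoh1* lies between 30.9 and 32.6 CPM in the libraries labelled control and between 0.249 and 0.577 CPM in those labelled mutant.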

Atoh1 has been reported to be essential for maintaining GNPs in an immature proliferative state by regulating primary cilia formation (22, 23). Furthermore, GO analysis of the downregulated genes highlighted that the top 10 enriched pathways were primarily associated with cell proliferation, and the top 10 non-cell-cycle-related pathways were related to neuron differentiation and cerebellum development (*SI Appendix*, Fig. S3*C*). Specifically, analysis of 43 S phase and 54 G2/M phase cell cycle-promoting genes revealed pronounced downregulation in mutant cerebella (*SI Appendix*, Fig. S3*D*). 

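Over-representation among the downregulated genes was tested here on Reactome pathways, since no GO annotation was used. Of the tested genes, 5076 belonged to a pathway, 260 of them downregulated, and 710 pathways held between 15 and 500 of these genes. A one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the pathways gave an adjusted p under 0.05 for 59 of them. The smallest p was found for Cell Cycle, with 117 of 452 genes downregulated where 23.2 were expected by chance (adjusted p = 2.54e-55, Fisher's exact test). In Mitotic Prometaphase, 43 of 99 genes were downregulated against 5.07 expected. DNA Repair held 20 downregulated genes of 135 (adjusted p = 2.79e-04, Fisher's exact test). After the 97 S phase and G2/M phase genes were taken out of the downregulated genes, though not out of the pathways or the background, 44 pathways still passed. The 97 genes cannot cover all 117 downregulated genes of Cell Cycle. These 44 pathways are therefore not shown to lie outside the cell cycle. The number of pathways moved most with camera, a test that uses the fold changes of all tested genes in place of the calls and which gave 202 pathways. Among the upregulated genes, 7 pathways passed, led by GPCR downstream signaling with 27 of 296 genes where 11.6 were expected and Extracellular matrix organization with 21 of 204 where 8.00 were expected.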

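The paper's text does not name the source of its gene lists, and the lists of the same sizes in the Seurat package, 43 S phase genes and 54 G2/M phase genes, were used here. All genes of both lists passed the filter on low counts. Of the S phase genes, all 43 were lower in the libraries labelled mutant and 31 were downregulated, with a median log2 fold change of −0.69. An adjusted p under 0.01 was reached by 41 of them adjusted over the list alone and by 39 adjusted over all genes. Of the G2/M phase genes, 53 were lower and 43 were downregulated, with a median of −0.70, and 50 reached the same adjusted p adjusted over the list alone and 48 over all genes. The smallest p-values were those of *Uhrf1* and *Mcm6* in the S phase list, with log2 fold changes of −0.83 and −0.82, and of *Kif11* and *Hmgb2* in the G2/M list, with −0.92 and −0.62. The lists were also tested as a whole against all other genes with camera at a preset correlation between genes of 0.01, which gave p = 5.71e-24 for the S phase and 1.03e-24 for the G2/M list. Both lists also passed with fry, at p = 5.78e-06 and 9.58e-06, and with the correlation estimated from the data, at p = 0.00250 and 0.00235. The medians of the S phase list in the libraries labelled mutant 1, 2 and 3, relative to the control mean, were −0.77, −0.60 and −0.72, and those of the libraries labelled control lay between −0.01 and 0.02. The counts of downregulated genes were lowest, 17 and 22, on log2(FPKM + 1) without a filter on low values.

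**Figure D2:**
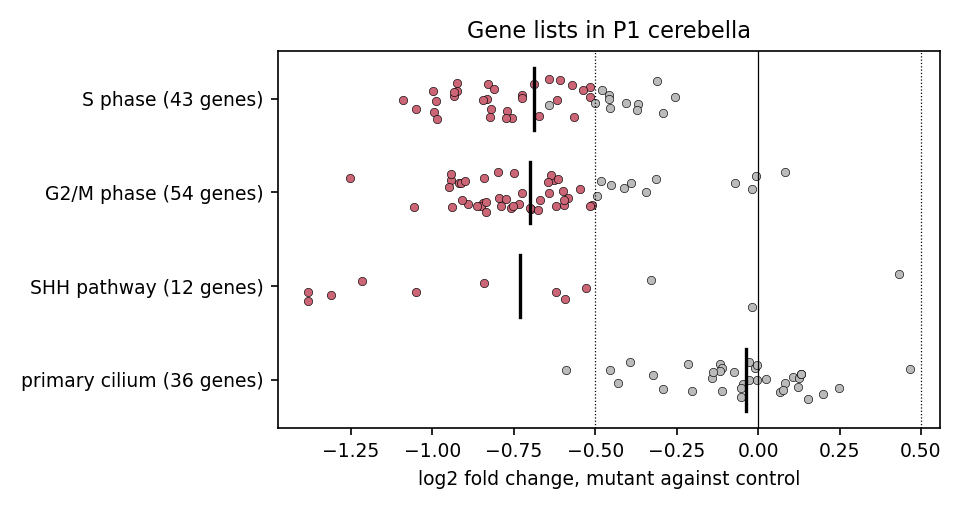
Log2 fold change, libraries labelled mutant against control, of each tested gene in the gene lists named on the vertical axis, with the median of each list as a thick bar. Red points are downregulated genes, grey points are genes not called, and dotted lines mark log2 fold changes of −0.5 and 0.5. The S phase and G2/M phase genes lie below 0 apart from *Rangap1*, at 0.08.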

RT-qPCR analysis of seven selected cell cycle genes using an independent sample set corroborated their downregulation (*SI Appendix*, Fig. S3*E*). Additionally, assessment of the primary cilia demonstrated that *Tox3* inactivation resulted in reductions in both the number of ciliated cells and the average cilia length among the ciliated cells (*SI Appendix*, Fig. S3*F*). Together, these findings underscore an indispensable role for Tox3 in maintaining Atoh1-dependent transcriptional program in GNPs during postnatal cerebellar development. 

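The data that bear on GNPs in these libraries also include their marker genes and the targets of Sonic hedgehog signaling. Of the 5 GNP markers in Fig. 4B and Fig. S4D, all were lower in the libraries labelled mutant and 3 were downregulated, with a median log2 fold change of −0.63. *Mdga1* fell from 254 ± 10.0 to 119 ± 6.74 CPM and *Gli2* from 94.4 ± 5.66 to 36.2 ± 4.41 CPM (SD, n = 3), log2 fold changes of −1.09 (standard error 0.05, adjusted p = 2.57e-06) and −1.38 (standard error 0.09, adjusted p = 1.12e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In a list of 12 Sonic hedgehog targets and pathway genes, which also holds *Gli2*, 9 genes were downregulated and 11 were lower, with a median of −0.73. *Ccnd1*, *Boc* and *Sfrp1* had the smallest p-values there, with log2 fold changes of −1.05, −1.22 and −1.31. The 3 genes not called, looked up after the values were seen, were *Ptch1* (−0.33), *Hhip* (−0.02) and *Nkx2-2* (0.43). *Gli1*, looked up likewise, was called at −0.53, so the fall was not uniform over the list. In a list of 36 genes of the primary cilium, the median was −0.04 and 23 genes were lower. None of the 36 passed both thresholds, while 3 had an adjusted p under 0.01 over all genes and 10 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Together with lists of other cell types, 21 lists were tested with camera, and 9 had an adjusted p under 0.05, among them the GNP markers (5.80e-04) and the Sonic hedgehog list (1.92e-06), but not the cilium list (0.747). All 9 also passed with fry. None passed with the correlation between genes estimated from the data, a setting chosen after the results were seen, where 4 lists had an unadjusted p under 0.05. From the fall of *Atoh1*, the pathways of the downregulated genes, the cell cycle genes in both assays and the reduced number and length of cilia, the paper concludes that Tox3 is needed in GNPs to maintain the program that depends on Atoh1.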

Rather than simply promoting cell cycle progression, Tox3 appears to stabilize progenitor identity by sustaining the expression of *Atoh1* and its downstream gene network.

### Single-Nucleus RNA-Sequencing Analysis (snRNA-seq) Reveals Transcriptional Dynamics at Single-Cell Resolution.

To profile the response to *Tox3* inactivation at single-cell resolution, we performed snRNA-seq on cerebella from control and mutant mice at P1. To ensure robustness and account for potential variability, we dissected 12 cerebella from each group. We captured 11,164 single nuclei from both samples with high integrity and sequenced a median of 2,095 genes per nucleus (Fig. 4*A* and *SI Appendix*, Fig. S4*A*). Integration of datasets from both groups enabled cell-type clustering for cross-sample comparison (24, 25), identifying a total of 13 clusters based on top differentially expressed genes and known cellular marker genes (Fig. 4 *B* and *C* and *SI Appendix*, Fig. S4 *B*–*D*).

**Fig. 4.**
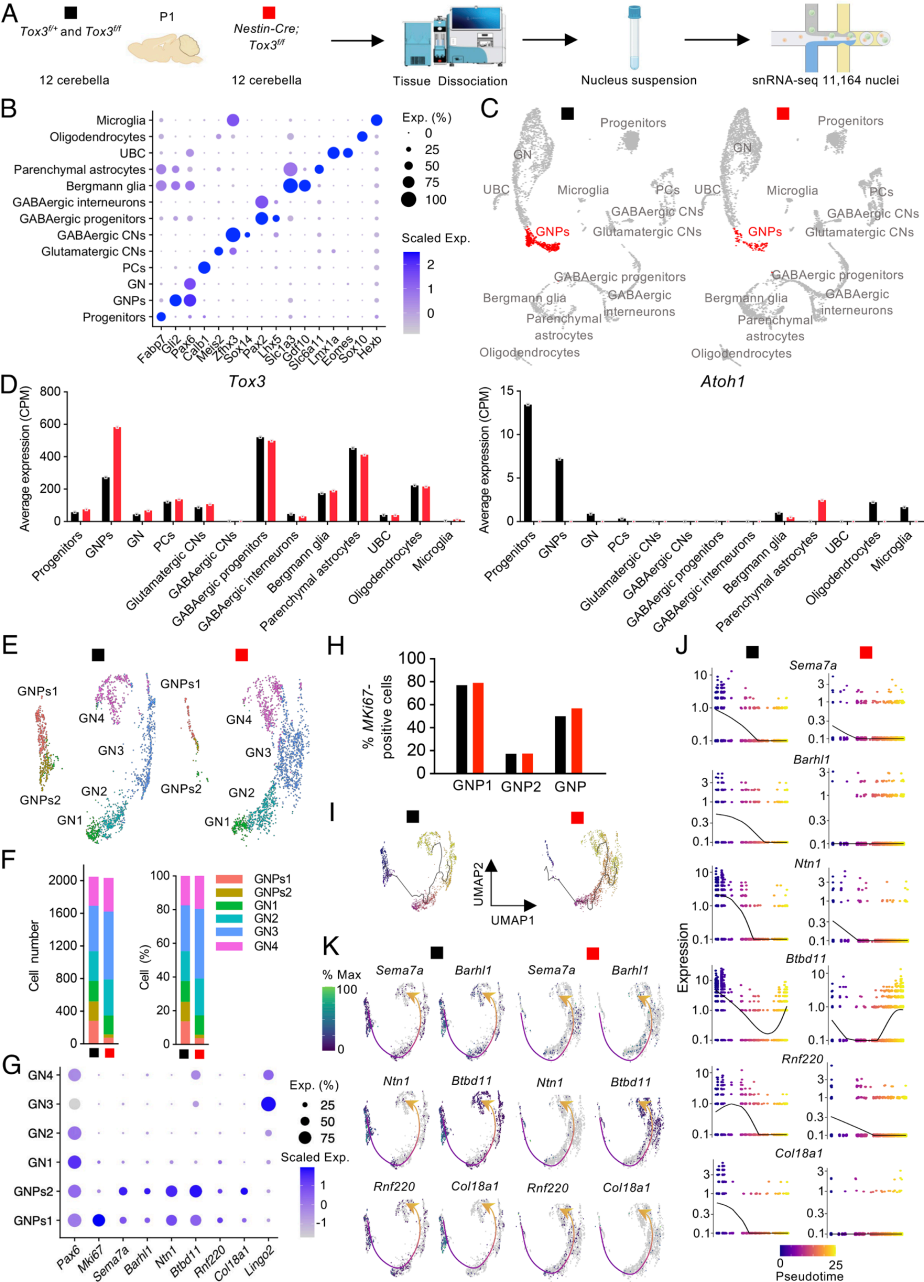
snRNA-seq reveals that *Tox3* deficiency impairs the maintenance of GNPs in the neonatal cerebellum. (*A*) Schematic of the experimental design for snRNA-seq analyses. Postnatal day 1 (P1) cerebella were collected, and cerebella from 12 control and 12 mutant mice were pooled to generate one control and one mutant sequencing library for comparison. (*B*) Dot plots showing the expression of marker genes for each cluster. GNPs, granule neuron progenitors; GN, granule neuron; PCs, Purkinje cells; CNs, cerebellar nuclear neurons; UBC, unipolar brush cell. (*C*) UMAP plots showing single-nucleus transcriptomes from control and mutant cerebella. The major difference between the two groups is the number of GNPs, highlighted in red. (*D*) snRNA-seq showing the expression of *Tox3* and *Atoh1* across different cell types. (*E*) UMAP plots of GNPs and GNs, which were further subdivided into six distinct clusters. (*F*) Cell numbers and proportions of each GN cluster in each snRNA-seq sample. (*G*) Dot plots showing expression of marker genes and *Tox3* in each GNP and GN cluster. (*H*) Comparable numbers of Ki67-positive GNPs in control and mutant mice. (*I*) Monocle3 pseudotime analysis of the six clusters depicting the differentiation trajectory from GNPs1 to GN4. (*J*) Pseudotime-ordered gene expression for GNP-enriched genes (*Sema7a*, *Barhl1*, *Ntn1*, *Btbd11*, *Rnf220*, and *Col18a1*). Cells are colored by pseudotime values. (*K*) UMAP showing the expression of *Sema7a*, *Barhl1*, *Ntn1*, *Btbd11*, *Rnf220*, and *Col18a1* along the GNPs1-to-GN4 differentiation trajectory. Cells are colored by normalized expression levels, and arrowed curves indicate the pseudotime trajectory.

*Tox3* expression waspredominantly observed in GNPs, Purkinje cells, glutamatergic cerebellar nuclear neurons (CNs), GABAergic progenitors, Bergmann glia, parenchymal astrocytes, and oligodendrocytes (Fig. 4*D*). *Atoh1* expression was confined to control progenitor cells and GNPs and was almost absent in mutants (Fig. 4*D*). Consistent with the reported role of *Atoh1* in maintaining GNPs, we observed a dramatic reduction in the percentage of GNPs from 11.2% in control cerebella to 1.8% in mutant cerebella (Fig. 4*C* and *SI Appendix*, Fig. S4*E*). Given comparable numbers of total nuclei as well as GNs in the control and mutant samples (*SI Appendix*, Fig. S4*E*), the observed selective reduction of GNPs in mutant mice is likely due to biological differences rather than technical artifacts.

### Tox3 Is Essential for the Maintaining of GNPs.

To gain more insights into the loss of GNPs in the mutant cerebellum, we isolated GNP and GN clusters from the snRNA-seq dataset for further analysis (Fig. 4*E*). Nuclei were grouped into six clusters, with 2,050 nuclei identified in the control and 2,035 nuclei in the mutant samples. Notably, the proportion of GNPs in the mutant, represented by clusters GNPs1 and GNPs2, decreased markedly from 25.3 to 5.7%, accompanied by the expansion of the granular neuron population 3 (GN3) (Fig. 4 *E* and *F*). Gene expression analysis revealed that the granule cell marker gene *Pax6* was expressed across all clusters (Fig. 4*G*). *Mki67* was preferentially expressed in clusters GNPs1 and downregulated in GNPs2 (Fig. 4*G*). GN3 was marked by the *Lingo2-*high signature.

The reduction of GNPs in the *Tox3* mutant cerebellum could be due to the decrease of GNP proliferation, premature differentiation of GNPs, or both. To distinguish among these possibilities, we first examined the proliferation rate of GNPs in control and mutant animals and observed comparable Ki67-positive GNP1s (Fig. 4*H*), the major proliferative population (Fig. 4*G*), suggesting that the proliferation of *Tox3*-deficient GNPs is largely normal. The expansion of GNs in mutant cerebella, particularly the GN3 population, suggested premature differentiation. To further characterize the differentiation trajectory, we performed a pseudotime analysis using Monocle (Fig. 4*I*). Differential gene analysis identified 105 upregulated genes and 49 downregulated genes along the differentiation trajectory from GNPs1 to GN4 (*SI Appendix*, Fig. S5*A*). Downregulated genes were enriched for nuclear division and chromosome segregation, consistent with cell cycle exit, whereas upregulated genes were associated with synaptic assembly, organization, and regulation of synapse structure or activity, indicative of GN differentiation (*SI Appendix*, Fig. S5*B*). These results indicate that pseudotime analysis captures the differentiation trajectory of GNPs and enables assessment of gene expression dynamics during this process. We next examined the expression of genes that are enriched in GNPs (*Sema7a, Barhl1, Ntn1, Btbd11, Rnf220, and Col18a1*) (Fig. 4*G*) along the differentiation trajectory using pseudotime rank-ordered gene expression and Uniform Manifold Approximation and Projection (UMAP) (Fig. 4 *J* and *K*). Remarkably, the number of cells expressing these six genes were dramatically decreased in mutants, suggesting early depletion and premature differentiation of GNPs in animal lacking *Tox3*. Thus, single cell transcriptomic analyses reveal that *Tox3* deficiency primarily impairs the maintenance of GNPs rather than their intrinsic proliferative capacity. These data indicate that Tox3 functions to preserve progenitor state fidelity and delay premature differentiation, highlighting a role in transcriptional stability rather than direct cell cycle control.

### Tox3 Plays a Pivotal Role in Medulloblastoma.

Uncontrolled *Atoh1*-positive cerebellar GNPs can give rise to medulloblastoma, and deletion of *Atoh1* prevents Shh-induced neoplasm in a mouse model (22). Given that *Tox3* deficiency causes severe loss of *Atoh1* expression and depletion of GNPs, we hypothesized that *Tox3* deletion may also prevent Shh-driven medulloblastoma. To explore this, we first analyzed *TOX3* and *ATOH1* expression across molecular subgroups of human medulloblastoma using twenty-three published transcription datasets (26). *TOX3* was highly expressed in group I (WNT) and group II (SHH) medulloblastomas, moderately expressed in group IV, and low in group III tumors (Fig. 5*A*). As expected, *ATOH1* was highly expressed in SHH-type medulloblastoma (Fig. 5*A*). We then assessed the functional importance of *Tox3* is Shh-driven medulloblastoma using the *Atoh1-Cre;Rosa26^SmoM2/+^* mouse model, in which constitutively active Smoothened drives Gli-dependent gene expression in Atoh1-positive cells (27). Animals with 1 copy of the *Tox3* allele (*Atoh1-Cre;Rosa26^SmoM2/+^;Tox3^f/+^*) showed a median survival similar to that of previously reported control animals (*Atoh1-Cre;Rosa26^SmoM2/+^*) (51 vs. 52 d) (28). But homozygous genetic deletion of *Tox3* (*Atoh1-Cre;Rosa26^SmoM2/+^;Tox3^f/f^*) significantly prolonged median survival (141 d, Fig. 5*B*). Further analyses at earlier time points demonstrated reduced cell proliferation (Fig. 5*C*) and smaller cerebellar size (Fig. 5*D*) in mice homozygous for *Tox3* deletion. Together, these data suggest that Tox3 may represent a potential therapeutic target for SHH-driven medulloblastoma.

**Fig. 5.**
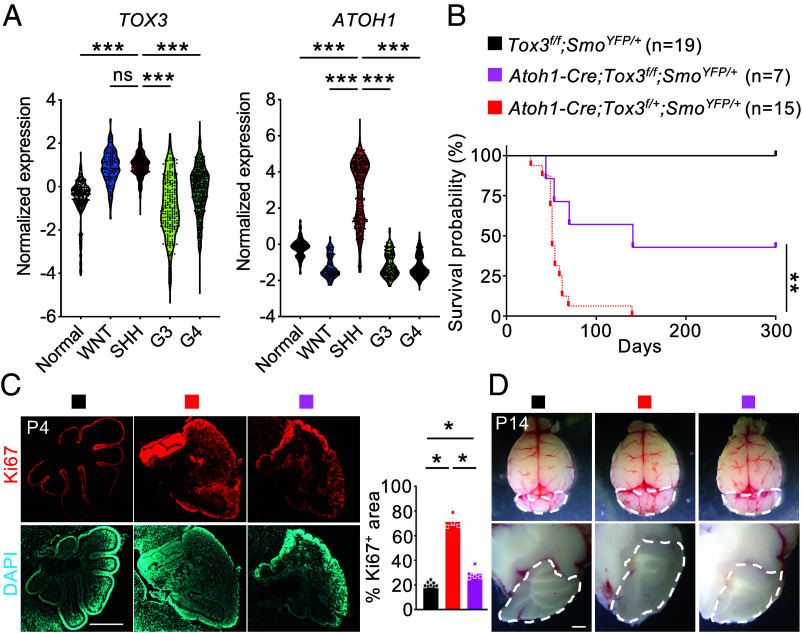
Expression and function of *Tox3* in medulloblastoma. (*A*) Violin plots showing the distribution of *TOX3* and *ATOH1* expression across molecular subgroups (WNT, SHH, Group 3, and Group 4) in 23 independent transcriptomic datasets (GSE124814), comprising 1,350 medulloblastoma samples and 291 normal brain samples. (*B*) Kaplan–Meier survival curves of animals with the indicated genotypes. (*C*) Immunostaining of cerebellar sections showing proliferating (Ki67-positive) cells at postnatal day 4 (P4). (*D*) Whole-mount and cross-sectional views of cerebella from the indicated genotypes at P14. Dashed lines outline the cerebellum. Values are reported as mean ± SEM. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001. [Scale bar: 500 μm (*C*), 2 mm (*D*).]

### Tox3 and Atoh1 Share a Substantial Number of Direct Target Genes and Physically Interact with Each Other.

To identify Tox3 direct target genes, we performed chromatin immunoprecipitation coupled with sequencing (ChIP-seq) analysis using P1 cerebella (Fig. 6*A*), which revealed the distribution and density of Tox3 binding peaks in the genome (*SI Appendix*, Fig. S6*A*). Compared to the analysis using mutant cerebella, the Tox3 ChIP-seq using control cerebella identified 7,625 differential peaks (Fig. 6*B*). Remarkably, 60% of Tox3 binding peaks overlapped with or were located near Atoh1 binding sites in the neonatal mouse cerebellum, based on a published Atoh1 ChIP-seq dataset (Fig. 6*C*). GO analysis of these shared targets revealed significant enrichment for pathways involved in neuron projection development, head development, cell–cell adhesion, embryonic morphogenesis, sensory organ development, and regulation of cell projection organization (Fig. 6*D*). These findings indicate that Tox3 and Atoh1 share closely related target genes and functions during cerebellar development. Furthermore, GO analysis of genes nearest to the translation start site of Tox3 and Atoh1 binding peaks identified neuron projection development and head development among the top six shared enriched pathways (*SI Appendix*, Fig. S6*B*). These results suggest that Tox3 and Atoh1 share numerous direct target genes involved in neural development.

**Fig. 6.**
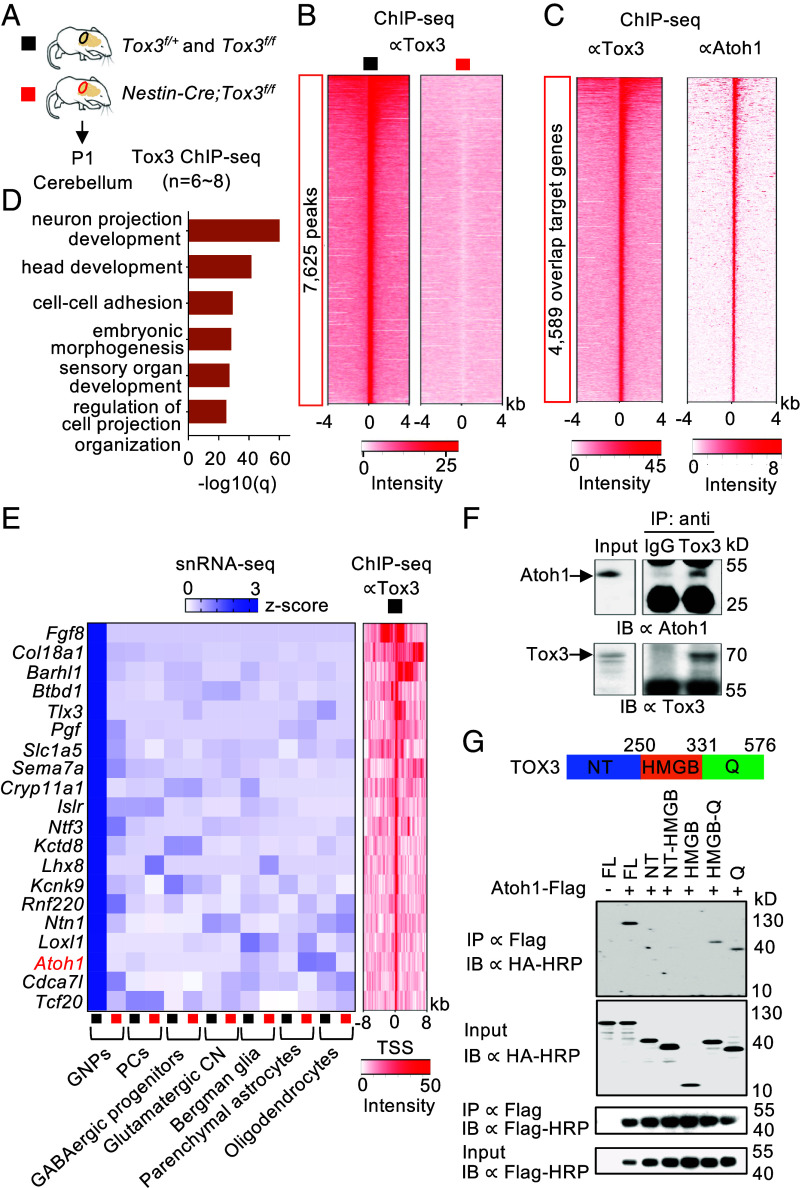
Tox3 and Atoh1 share a substantial number of direct target genes and physically interact. (*A*) Schematic showing cerebellar tissue collection for ChIP-seq. (*B*) Heatmap showing ChIP-seq signal enrichment around Tox3 binding sites. TSS, transcription start site. (*C*) Heatmap showing ChIP-seq signal enrichment around genes cotargeted by Tox3 and Atoh1. (*D*) Top six enriched terms among shared Tox3 and Atoh1 target genes. (*E*) Heatmap showing that genes predominantly expressed in GNPs are downregulated and directly targeted by Tox3. PCs, Purkinje cells; CN, cerebellar nuclear neuron. (*F*) Coimmunoprecipitation of endogenous Tox3 and Atoh1 proteins from postnatal day 7 mouse cerebella. IP, immunoprecipitation; IB, immunoblotting. (*G*) Coimmunoprecipitation of TOX3 with Atoh1 proteins following overexpression in HEK293T cells. A schematic of TOX3 protein domains is shown at the *Top*. FL, full-length; NT, N-terminal; Q, glutamine-rich repeats.

In cells with high *Tox3* expression, the top 20 GNP-enriched genes were all downregulated in *Tox3* mutant cerebella and are direct targets of Tox3 (Fig. 6*E*). Notably, *Atoh1*, one of the most significantly downregulated genes in *Tox3* mutants (Fig. 3*C*), is also a direct Tox3 target.

Because many Tox3 and Atoh1 binding peaks overlap, we hypothesized that Tox3 physically interacts with Atoh1. To test this, we performed coimmunoprecipitation using protein lysates from P7 mouse cerebella. Indeed, Atoh1 was detected in complexes immunoprecipitated with an anti-Tox3 antibody (Fig. 6*F*). We further confirmed that TOX3 and Atoh1 coimmunoprecipitate when heterologously expressed in HEK293T cells (Fig. 6*G*). Truncation analysis revealed that the polyglutamine-rich (polyQ) domain of TOX3 is necessary for binding Atoh1 and, although the polyQ region alone can bind Atoh1, the interaction is weaker than with full-length TOX3, suggesting that additional domains contribute to binding affinity (Fig. 6*G*). Altogether, these findings support that Tox3 and Atoh1 form a protein complex targeting common downstream genes.

### Tox3 Functions as an Atoh1 Coactivator to Induce Target Gene Expression.

ChIP-seq analysis revealed that Tox3 and Atoh1 bind near a distal *Atoh1* enhancer marked by H3Ac27, which is accessible in GNPs, as shown by ATAC-seq peaks (Fig. 7*A*). Two Atoh1 binding E-boxes (E-box1 and E-box2) lie adjacent to Tox3 binding peaks within this region (Fig. 7*A*). Remarkably, deletion of this enhancer in mice impairs balance and cerebellar development (29), similar to *Tox3* mutant phenotypes (Fig. 2 *G* and *H*), suggesting that these E-boxes are critical for Tox3-Atoh1-mediated transactivation of *Atoh1*. To test this, one copy of the E-box sequence was inserted into a luciferase reporter, and reporter activity was measured in HEK293T cells coexpressing TOX3 and/or Atoh1 (Fig. 7*B*). Expression of TOX3 or Atoh1 alone induced minimal activity, whereas coexpression yielded a striking >25-fold synergistic induction, which was almost completely abolished by E-box mutations (Fig. 7*B*). Since Tox3 does not directly bind E boxes, these results suggest that Tox3 functions as an Atoh1 cofactor in an E box-dependent manner.

**Fig. 7.**
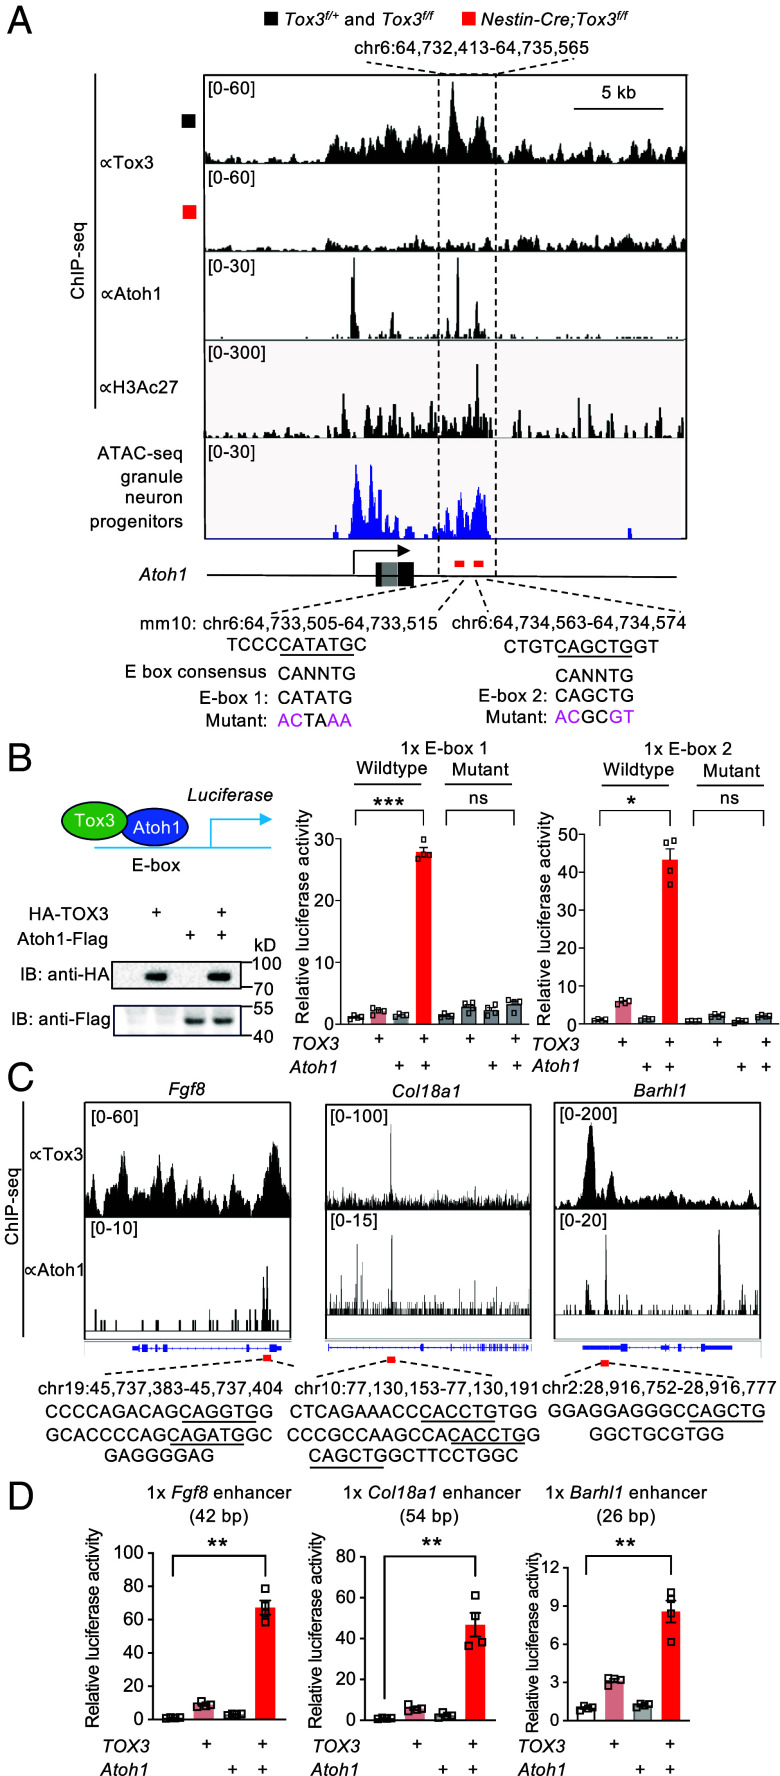
Tox3 and Atoh1 synergistically activate downstream gene enhancers. (*A*) ChIP-seq peaks showing that both Tox3 and Atoh1 bind to a downstream enhancer of *Atoh1*, marked by H3K27ac ChIP-seq. ATAC-seq indicates that this enhancer is accessible to transcription factors in GNPs. The sequences of Atoh1 E-boxes and their mutated counterparts are shown. (*B*) Luciferase assays demonstrating that Tox3 and Atoh1 synergistically activate both *Atoh1* 3’ E-boxes, whereas mutation of the E-boxes abolishes enhancer activity. Comparable expression levels of TOX3 and Atoh1 when expressed individually or in combination were confirmed by immunoblotting. (*C*) ChIP-seq peaks for Tox3 and Atoh1, together with E-box sequences, at enhancers of three additional direct target genes: *Fgf8*, *Col18a1,* and *Barhl1*. (*D*) Luciferase assays showing synergistic activation of *Fgf8*, *Col18a1*, and *Barhl1* enhancers by Tox3 and Atoh1. Values are reported as mean ± SEM. For luciferase assays in panel *B*, a single E-box copy was inserted into the reporter plasmid; for panel *D*, a single copy of the enhancer shown in panel *C* was used. Data are representative of three independent experiments. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

To assess the generality of Tox3 and Atoh1 synergy in driving downstream gene expression, we examined three top GNP-enriched target genes: *Fgf8*, *Col18a1,* and *Barhl1* (Fig. 6*E*). Atoh1 E-boxes bound by both Tox3 and Atoh1 in proximity were identified (Fig. 7*C*). Each enhancer region enclosing the E-box was cloned into a luciferase reporter construct. Strong luciferase induction was observed for all three reporters only when both TOX3 and Atoh1 were coexpressed (Fig. 7*D*), supporting Tox3 as an Atoh1 cofactor in transactivating downstream targets.

To assess the role of Tox3 and Atoh1 in regulating GNP-enriched genes, we compared RNA-seq data from *Tox3* mutant cerebella with published RNA-seq of E18 cerebella lacking *Atoh1* (13). 

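The heatmap in Fig. 6E names 20 GNP-enriched genes and shows snRNA-seq data; their values in the bulk libraries are given here, and the *Atoh1* mutant data were not analysed here. Of the 20, *Lhx8* had too few counts to be tested. The other 19 were all lower in the libraries labelled mutant, with no overlap between the groups, and 15 were downregulated. An adjusted p under 0.01 was reached by 17 of them both adjusted over the list alone and over all genes. The median log2 fold change was −0.84, also with *Fgf8* at its bound. The 4 genes that did not pass both thresholds were *Ntn1* with a log2 fold change of −0.38 (standard error 0.06, adjusted p = 0.00174), *Tcf20* with −0.29 (standard error 0.05, adjusted p = 0.00275), *Rnf220* with −0.18 (standard error 0.06, adjusted p = 0.0513) and *Islr* with −0.13 (standard error 0.07, adjusted p = 0.216), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Islr* overlaps *Islr2* on the same strand. Of the 6 genes that the paper reports as not altered in *Atoh1* mutants, *Pgf* fell by 1.95, *Cyp11a1* by 1.92 and *Kctd8* by 0.70 on the log2 scale, and the others are *Ntn1*, *Tcf20* and *Rnf220*. *Cyp11a1* overlaps the lincRNA *Gm17322* on the same strand, and reads may have been shared between them. The mean log2 fold change was −0.90 over these 6 genes and −2.24 over the 13 genes that the paper reports as lower in *Atoh1* mutants. The difference of 1.34 was within the spread between genes (two-sided exact permutation test over 27132 arrangements, p = 0.196, adjusted p = 0.353 over both comparisons), and genes are not independent replicates. Of the 13, the 6 with overlapping Tox3 and Atoh1 peaks had a mean of −2.88 and the other 7 a mean of −1.69 (difference −1.20, exact permutation test over 1716 arrangements, p = 0.353). With *Fgf8* entered at its bound, an alternative chosen after seeing the data, the differences were 1.13 (exact p = 0.204) and −0.74 (exact p = 0.529). The second difference changed sign, to 0.57 (exact permutation p = 0.518), where at least 10 counts were required in every library, which removes *Atoh1* and *Fgf8* among others.

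**Figure D3:**
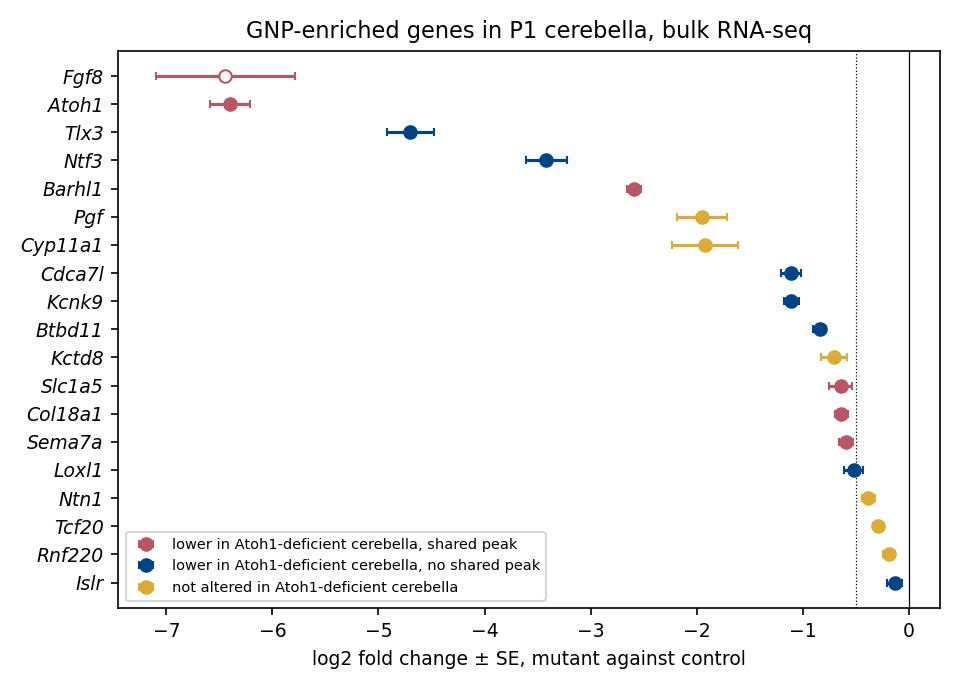
Log2 fold change with its standard error, libraries labelled mutant against control, of the 19 tested GNP-enriched genes, coloured by the paper's groups from the *Atoh1* mutants, with a dotted line at −0.5. All points lie below 0, with *Islr* at −0.13 and *Atoh1* at −6.401. The open marker of *Fgf8* is a fitted value of a gene not detected in the libraries labelled mutant.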

First, *Tox3* expression was unaffected in *Atoh1*-deficient cerebella (*SI Appendix*, Fig. S6*C*), indicating that *Atoh1* is not required to maintain *Tox3* expression at this stage. Second, among the top 19 downregulated GNP-enriched genes in *Tox3* mutants (Fig. 6*E*), six genes–*Pgf*, *Cyp11a1*, *Kctd8*, *Rnf220*, *Ntn1,* and *Tcf20*–were not altered in *Atoh1* mutants (*SI Appendix*, Fig. S6*D*), suggesting that Tox3 can activate these genes independently of Atoh1. Third, 13 genes were significantly downregulated in *Atoh1* mutants (*SI Appendix*, Fig. S6*E*). Notably, Tox3 and Atoh1 binding peaks overlapped at six of these loci–*Slc1a5*, *Sema7a*, *Atoh1*, *Fgf8*, *Col18a1,* and *Barhl1* (*SI Appendix*, Fig. S6*F* and Fig. 7*C*)–indicating that Tox3 likely functions as an Atoh1 coactivator. For the remaining seven genes, no overlapping binding peaks were detected (*SI Appendix*, Fig. S6*G*), suggesting that their downregulation in *Tox3* mutants may result from secondary loss of Atoh1. Collectively, these results support that Tox3 regulates downstream gene expression through both Atoh1-dependent and -independent mechanisms.

### Tox3 as a Putative Regulator of Cerebellum Expansion during Vertebrate Evolution.

Given the evolutionary importance of GNP proliferation in cerebellar expansion, and the essential role of Tox3 in this process during mouse development, we performed ortholog and protein structural similarity analyses of Tox3. Tox3 orthologs were identified in cartilaginous fishes (e.g., the small-spotted catshark)–the earliest vertebrates known to possess a well-developed cerebellum (*SI Appendix*, Fig. S7 *A* and *B*). This evolutionary timeline raises the possibility that Tox3 contributed to the emergence or specialization of the vertebrate cerebellum.

To further explore its evolutionary context, we performed phylogenetic analyses of Tox3 and Tox3-like proteins (*SI Appendix*, Fig. S7), as well as Atoh1, atoh1a, and atoh1-like proteins (*SI Appendix*, Fig. S8), extending beyond vertebrates to include Ciona (an invertebrate chordate, the closest living relative of vertebrates) and Trichoplax (a basal metazoan lacking neurons but exhibiting neurotransmitter signaling). Sequence alignment showed that, relative to the mouse Tox3, the Trichoplax Tox3-like protein exhibited the lowest similarity, followed by those from Ciona and sea lamprey. From cartilaginous fishes onward, the region surrounding HMG-box domain of Tox3 is highly conserved, consistent with a role in cerebellar evolution. In contrast, Atoh1 and atoh1-like proteins harbor a highly conserved bHLH domain (*SI Appendix*, Fig. S8), indicating that Atoh1 function is evolutionarily older and broadly conserved across metazoans.

Moreover, the downstream enhancer of *Atoh1*, especially the second E-box, is conserved across fish, frogs, lizards, and mammals, whereas both E-boxes are absent in lamprey (Fig. 8*A*). To test whether Tox3 in these species can similarly transactivate *Atoh1* via the conserved E-box, we coexpressed zebrafish, frog, and lizard *Tox3* and *Atoh1*, either individually or in combination, in HEK293T cells and performed luciferase assays. Coexpression of *Tox3* and *Atoh1* robustly activated E-box2-driven reporters, resulting in 115-fold, 11-fold, and 88-fold increases in luciferase activity for zebrafish, *Xenopus tropicalis,* and lizard (Fig. 8*B*). In addition, the lizard E-box1 was also transactivated by Tox3 and Atoh1, yielding a 15-fold increase in reporter activity (*SI Appendix*, Fig. S9*A*). Together, these results suggest that the transactivation of *Atoh1* expression by Tox3 and Atoh1 through the two E-boxes is evolutionarily conserved.

**Fig. 8.**
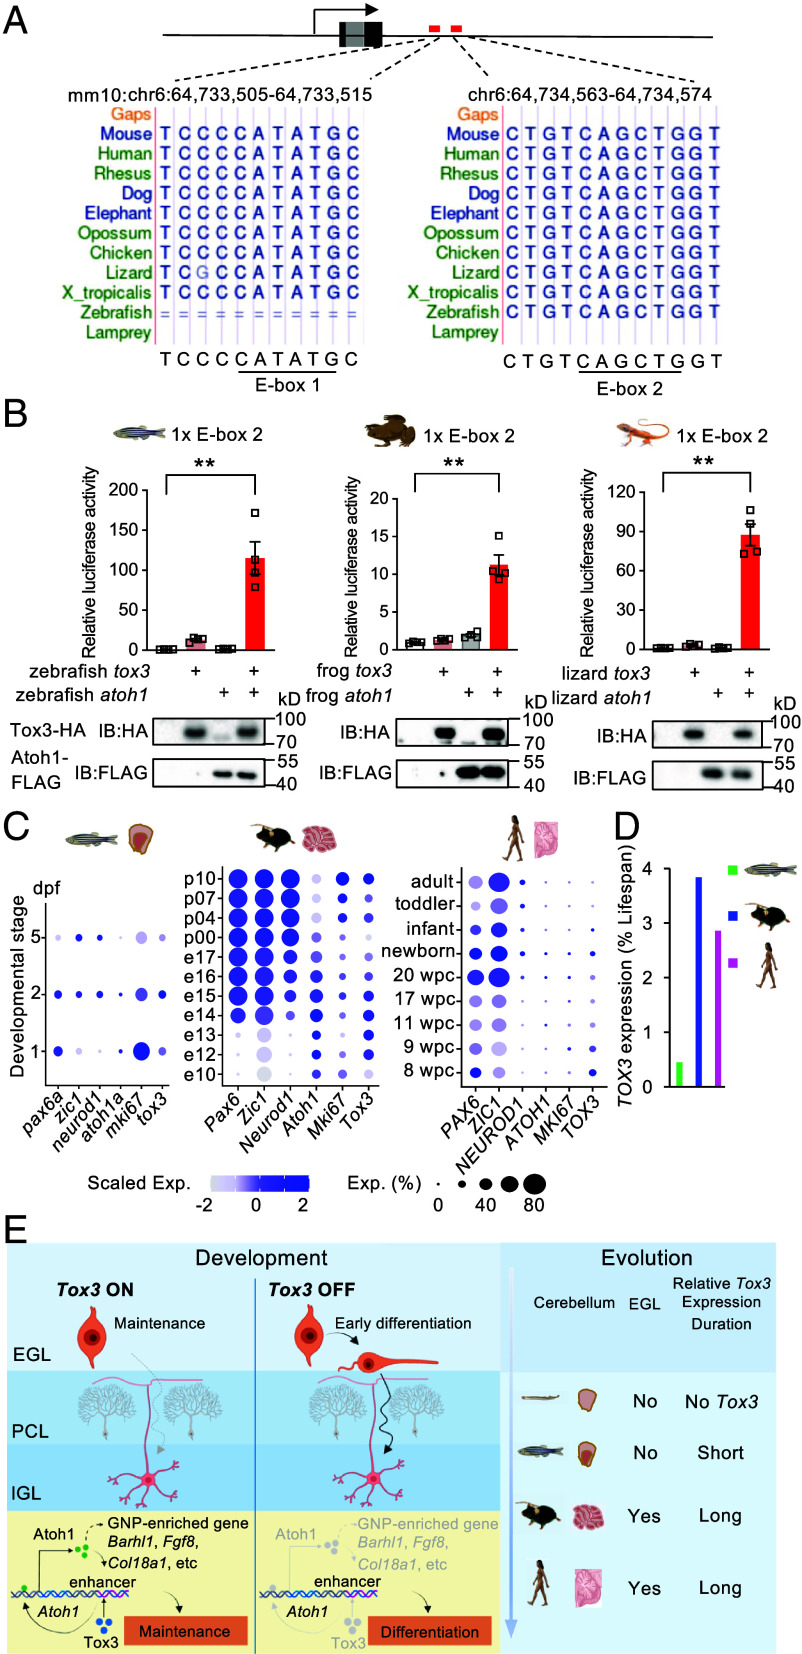
Evolutionarily conserved role of Tox3 as an Atoh1 coactivator and its implication in cerebellar expansion during vertebrate evolution. (*A*) Sequence alignments showing the conservation of both *Atoh1 3’* E-box sequences. In particular, E-box 2 is ultraconserved across vertebrate species including zebrafish, *X. tropicalis*, lizard, and mammals. (*B*) Luciferase assays showing that zebrafish, *X. tropicalis*, and lizard Tox3 and Atoh1 proteins synergistically activate *Atoh1* 3’ E-box 2. (*C*) Single-cell RNA-seq analyses showing that the duration of *Tox3* expression in the cerebellum correlates with the duration of GNP proliferation and cerebellar complexity across species. Dot plots display expression of granule cell marker genes together with *Mki67/mki67*, *Atoh1/atoh1a*, and *Tox3/tox3* across developmental stages in granule cell cluster from zebrafish, mouse, and human single-cell RNA-seq datasets. dpf, days postfertilization; wpc, weeks postconception. (*D*) Comparison of *Tox3* expression duration in the cerebellum relative to the average lifespan of zebrafish, mouse, and human. (*E*) Proposed model illustrating the role of Tox3 in GNP maintenance during cerebellar development and vertebrate evolution. For luciferase assays, a single copy of the E-box was inserted into the reporter plasmid. Luciferase assay results are representative of three independent experiments. Values are reported as mean ± SEM. **P < 0.01. EGL, External granule layer; IGL, Internal granule layer; PCL, Purkinje cell layer; GNP, granule neuron progenitor.

To further examine the role of Tox3 in GNP generation and proliferation across vertebrate evolution, we performed de novo analyses of published scRNA-seq datasets from zebrafish (30), mouse (31), and human (32). In zebrafish, *atoh1a/*b expressing precursor cells are highly proliferative at 2 days post fertilization (dpf) and are primarily localized to the rostro-medial cerebellum during early larval development (5, 33). By 2.5 dpf, *atoh1a/b* expression begins to decline, and by 5 dpf, proliferative activity is largely extinguished in the main cerebellar corpus (5). Consistent with these observations, our scRNA-seq analysis revealed robust expression of *atoh1a* and the proliferation marker *mki67* at 1- and 2-dpf, followed by a marked decline by 5 dpf (Fig. 8*C* and *SI Appendix*, Fig. S9*B*). In contrast, *neurod1*, which marks both immature and mature GNs, was induced by 2 dpf, and maintained through 5 dpf, in agreement with prior reports (34, 35).

The expression profile of *atoh1a*, *mki67*, and *neurod1* demonstrate the suitability of the zebrafish scRNA-seq dataset for identifying candidate genes involved in GNP proliferation. Notably, zebrafish *tox3* was expressed at 1- and 2-dpf and was downregulated by 5 dpf (Fig. 8*C*). These results suggest a potential role of *tox3* in zebrafish cerebellar development and GNP proliferation.

We next analyzed a mouse cerebellar scRNA-seq dataset encompassing 11 developmental time points from E10 to P10 (31). GNs and GNPs were identified based on the expression of established marker genes, including *Pax6*, *Zic1* (36), *Neurod1* (34), and *Atoh1* (*SI Appendix*, Fig. S9*C*). Consistent with our bulk RNA-seq results, more than 40% of GNPs expressed both *Tox3* and *Atoh1* between E12 and E17, corresponding to the period during which progenitors are generated in the rhombic lip and migrate to form external granule layer (Fig. 8*C*). Moreover, over 20% of GN/GNPs continued to express *Tox3* and *Atoh1* between P0 and P10, coinciding with the critical proliferative phase of GNPs within the external granule layer. Together, these expression patterns support shared roles for *Tox3* and *Atoh1* in GNP proliferation and cerebellar development in the mouse.

In humans, the external granule layer persists from ~8 wk postconception to ~2 y of age, coinciding with a prolonged period of GNP proliferation and the onset of cerebellar cortical folding during the third trimester of pregnancy (37). This extended presence of the external granule cell layer provides a prolonged window for GNP expansion. Consistent with this developmental timeline, our scRNA-seq analysis revealed peak expression of *ATOH1* and *TOX3* in the newborn cerebellum, with sustained expression of both genes observed between 9 wk postconception and newborn (Fig. 8*C*). Furthermore, in line with the postnatal disappearance of the external granule layer by 2 y of age, *TOX3* expression declined to relatively low levels thereafter. These observations suggest a potential role for *TOX3* in the maintenance of human GNPs.

To account for interspecies differences, we normalized the duration of *Tox3* expression to the average lifespan of each species. Following normalization, the association between prolonged *Tox3* expression and extended GNP proliferation remained evident (Fig. 8*D* and *SI Appendix*, Table S1), reinforcing our conclusions. Collectively, this cross-species single-cell transcriptomic analysis indicates that the duration of *Tox3* expression in GNPs correlates with the proliferative window of these cells and with increasing cerebellar complexity across vertebrate species.

## Discussion

How transcriptional programs achieve both robustness and specificity during periods of rapid progenitor expansion is a central problem in developmental biology. Lineage-defining transcription factors often exhibit limited intrinsic transactivation capacity, yet must drive sustained, high-level gene expression over extended developmental windows. Our study identifies Tox3 as a critical coregulatory component that resolves this paradox by amplifying and stabilizing Atoh1-dependent transcriptional output in GNPs. These findings illuminate a broader principle of transcriptional network logic, in which robust developmental programs emerge through selective engagement of context-specific cofactors.

Although Atoh1 has long been recognized as indispensable for GNP specification and maintenance (22, 23), it is a relatively weak transcriptional activator when acting alone. This paradox has raised the question of how Atoh1 robustly drives gene expression in vivo. Our data demonstrate that Tox3 serves as a network amplifier that enables Atoh1 to sustain its own expression and that of downstream targets through cooperative enhancer activation. *Tox3* was first cloned and characterized as a calcium-dependent transactivator in *c-fos* expression in neurons (38). Its implication in neuron survival and subventricular zone neural stem cell function has also been suggested in cell culture and knockdown studies (39, 40). However, none of these investigations had supporting genetic evidence from mice lacking *Tox3*. In this study, we report that genetic inactivation of *Tox3* disrupts Atoh1 autoregulation, leading to failure of GNP maintenance despite intact initial lineage specification. This distinction is underscored by the differing phenotypes of *Atoh1*-null vs. *Tox3*- or *Atoh1* 3′ enhancer–deficient mice: whereas loss of Atoh1 abolishes GN formation entirely (11), loss of *Tox3* or *Atoh1* enhancer permits lineage establishment but compromises progenitor amplification. These findings support a modular view of transcriptional networks in which lineage identity and lineage expansion are governed by separable regulatory mechanisms.

The cooperative interaction between Tox3 and Atoh1 may exemplify a broader principle of context-dependent transcriptional regulation that extends beyond the cerebellum. In many developing tissues, lineage-defining factors such as Atoh1 act within regulatory environments shaped by cofactors that refine their activity. Tox3 could serve as such a modulator, integrating environmental or epigenetic cues to tailor Atoh1-driven gene programs to specific organ contexts. For instance, both *Tox3* (Fig. 1*F*) and Atoh1 are expressed in the embryonic spinal cord, where ATOH1 defines progenitors of the dorsal interneuron 1 population (41–44). Similarly, in the intestine, Atoh1 governs the differentiation of secretory lineages (45), while Tox3 has been implicated in enteroendocrine development—its loss in mouse intestinal organoids reduces serotonin-producing cells and increases ghrelin-producing cells (46). These observations raise the possibility that Tox3 may act as a conserved Atoh1 coregulator across multiple organ systems, reinforcing the idea that transcriptional versatility arises through modular cofactor engagement rather than wholesale rewiring of lineage determinants.

Beyond development, this network architecture has implications for disease states characterized by aberrant progenitor expansion. SHH-driven medulloblastoma arises from dysregulated GNP proliferation and accounts for ~30% of all medulloblastoma. Although pharmacologic inhibition of SHH signaling has shown clinical promise (47–51), its efficacy is limited by skeletal growth complications in young children and the emergence of resistance mutations in pathway components such as SMO (52). We show that deletion of *Tox3* prolongs survival in a SHH-driven mouse model, suggesting that Tox3 may represent a tractable, previously unrecognized therapeutic target in SHH-driven medulloblastoma. Strategies that disrupt the Tox3-Atoh1 interaction or inhibit Tox3 function could potentially complement or substitute for current SHH pathway inhibitors. In this context, Tox3 does not initiate tumorigenesis but sustains the transcriptional output required for tumor maintenance, highlighting the potential vulnerability of coregulatory nodes within oncogenic transcriptional networks.

Our findings also provide insights into the evolution of the vertebrate cerebellum (Fig. 8*D*). The cerebellum has undergone dramatic expansion across vertebrate lineages, with the development of the external granule layer and prolonged GNP proliferation thought to underlie increased cerebellar complexity, especially in mammals and birds (53). We show that the synergy between Tox3 and Atoh1 in activating a conserved E-box element within the Atoh1 3’ enhancer is conserved from fish to mammals. Moreover, single-cell RNA-seq analyses across species reveal that prolonged coexpression of *Tox3* and *Atoh1* correlates with an extended proliferative phase and larger cerebellar size. These results suggest that modulation of the Tox3-Atoh1 regulatory axis may have contributed to cerebellar expansion during vertebrate evolution. One limitation of our current analysis is the restricted availability of high-quality single-cell RNA-seq datasets from diverse species. Inclusion of taxa with unusually large and complex cerebella, such as electric fish (54), may further provide insights into the role of Tox3 in cerebellar evolution.

Finally, our study also establishes a transcriptional regulator atlas through an unbiased, organ-wise comparative transcriptomic analysis across developing mammalian organs. This atlas was designed not merely as a descriptive resource, but as a strategy to uncover transcriptional network logic by prioritizing regulators that are both tissue-enriched and developmentally dynamic. Compared with existing resources such as ENCODE and Tabula Muris, our analysis is optimized for transcription factor detection and highlights regulators with uncharacterized knockout phenotypes. Tabula Muris profiles adult (10 to 15 wk) mouse tissues only and therefore does not capture developmental stages, focusing instead on organ-level transcription factor correlations among shared cell types (55). In contrast, ENCODE primarily maps functional genomic elements–including coding, noncoding, and regulatory regions rather than tissue-specific transcription factor expression and perturbation profiles (56). The identification of *Tox3* through this approach illustrates the utility of this atlas for discovering coregulatory components that shape transcriptional network behavior during organogenesis.

In summary, this study advances understanding of transcriptional network logic by demonstrating how robust developmental gene expression can be achieved through cooperative interactions between lineage-defining transcription factors and context-specific coregulators. By positioning Tox3 as a transcriptional amplifier that stabilizes Atoh1-dependent programs, our findings provide a generalizable framework for how developmental, oncogenic, and evolutionary processes exploit modular network architecture to balance robustness with flexibility.

## Materials and Methods

Detailed methods are provided in *SI Appendix*, including reagents, animal models, histology, phylogenetic analysis, single-nucleus and bulk RNA-seq, ChIP-seq, RT-qPCR, coimmunoprecipitation, luciferase assays, and statistical analysis.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Movie S1. Global deletion of *Tox3* results in severe ataxia, related to Figure 2. Video recordings of postnatal day 31 mice are shown. At the start of the video, the larger mouse in the center is *Tox3+/+*, and the two smaller mice on either side are *Tox3−/−*.

Movie S2. Nervous system-specific deletion of *Tox3* leads to the onset of ataxia around postnatal day 10 (P10), related to Figure 2. Videos of P10 mice are shown. Left, *Tox3^f/f^*; right, *Nestin-Cre;Tox3^f/f^*.

Movie S3. Nervous system-specific deletion of *Tox3* causes severe ataxia by postnatal day 14 (P14), related to Figure 2. Videos of P14 mice are shown. Left, *Tox3^f/f^*; right, *Nestin-Cre;Tox3^f/f^*.

## Data Availability

Bulk RNA-seq, ChIP-seq, and snRNA-seq data generated from *Tox3* control and *Nestin-Cre;Tox3^f/f^* mutant mice in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE312658 (57). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: A transcription regulator atlas identifies TOX3 as an Atoh1 coactivator in cerebellar development and tumorigenesis
**Source:** Proc Natl Acad Sci U S A. 2026 Mar 18;123(12):e2527163123. doi: 10.1073/pnas.2527163123
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

A transcription regulator atlas identifies TOX3 as an Atoh1 co-activator in cerebellar development and tumorigenesis

Xiaoxin Chen<sup>1,2,9</sup>, Xiaochen Zhong<sup>1,2</sup>, William Yue<sup>3</sup>, Bruce Wang<sup>3</sup>, Brian Woo<sup>4</sup>, Hani Goodarzi<sup>4</sup>, Zaili Luo<sup>5</sup>, Q. Richard Lu<sup>6</sup>, Frédéric Flamant<sup>7</sup>, Jeremy F. Reiter<sup>4,8</sup>, Guo N. Huang<sup>1,2,9</sup>

<sup>9</sup>Corresponding authors. Xiaoxin Chen and Guo N. Huang

### This PDF file includes:

- Supplementary Materials and Methods
- Supplementary References
- Supplementary Figures S1 to S9
- Supplementary Table S1
- Legends for Movies S1 to S3
- Legends for Supplementary Dataset S1 and S2

### Other supporting materials for this manuscript include the following:

- Movies S1 to S3
- Dataset S1 and S2

## Supplementary Materials and Methods

### Antibodies and reagents

Rabbit anti-TOX3 antibody (Sigma-Aldrich, Cat#HPA040376), rabbit anti-ATOH1 antibody (Proteintech, Cat#21215-1-AP), Ki-67 monoclonal antibody (SolA15) eFluor 570 (Thermo Fisher Scientific, Cat#41-5698-80), anti-phospho-Histone H3 (Ser10) antibody, clone 3H10 (Sigma-Aldrich, Cat# 05-806), adenylate cyclase 3 polyclonal antibody (Thermo Fisher Scientific, Cat#ab136648), anti-ARL3B antibody (Abcam, Cat#ab136648), rabbit anti-Calbindin D-28k antibody (Swant Swiss Antibodies, Cat#CB-38a), monoclonal anti-Flag(R) M2-peroxidase (HRP) antibody (Sigma-Aldrich, Cat#A8592), HA tag monoclonal antibody (Thermo Fisher Scientific, Cat# 26183-HRP), anti-rabbit IgG HRP-linked antibody (Cell Signaling, Cat#7074), normal rabbit IgG antibody (Cell Signaling, Cat#2729), wheat germ agglutinin (WGA) CF488A conjugate (Biotium, Cat#29022-1), DAPI-fluoromount-G clear mounting media (Southern Biotech, Cat#0100-20).

### Plasmids

The *Atoh1* E-box region sequences and their mutant variants were synthesized by IDT and cloned into the pGL3 TATA plasmid, where the 58-bp basal promoter of Hsp70 was inserted upstream of a firefly luciferase coding sequence (1). The CDS with HA/FLAG tag sequence of zebrafish *tox3* (NCBI Ref: XM\_005169018.4), zebrafish *atoh1a* (NCBI Ref: NM\_131091.2), frog *tox3* (NCBI Ref: NM\_001128012.1), frog *atoh1* (NCBI Ref: XM\_004911085.4), lizard *TOX3* (NCBI Ref: XM\_035120017.2), and lizard *ATOH1* (NCBI Ref: XM\_035112926.2) were synthesized by GeneScript and subcloned into pcDNA3.1-CMV-P2A-eGFP plasmids between the CMV and P2A site using KpnI and XbaI site for digestion and ligation. The ORF of human *TOX3* with an HA tag was PCR-amplified from pCMV-IRES-EGFP-TOX3 vector (2), and cloned into pAdTrack-CMV vector (Addgene # 16405). The ORF of mouse *Atoh1* (NCBI Ref: NM\_007500.5) with a Flag tag were PCR-amplified from cDNA and cloned into pAdTrack-CMV vector. In pAdTrack-CMV vector, the transgene is under the control of a CMV promoter and a separate CMV promoter directs GFP expression. Truncated versions of *TOX3* were PCR-amplified from the human pAdTrack-TOX3 construct and subcloned into the pRK5-HA vector (3).

### Animals

Mice procedures were conducted in accordance with the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Francisco under animal protocol AN18341. *Nestin-Cre* (strain B6.Cg-Tg(Nes-cre)1Kln/j, stock number: 003771, from The Jackson Laboratory) and *Tox3<sup>tm1a(KOMP)Mbp</sup>* (purchased from KOMP Repository, University of California, Davis) mouse lines were maintained according to the University of California, San Francisco institutional guidelines. For all experiments, both male and female animals were used, and no gender difference was observed.

### **Generation of mouse lines**

Mice heterozygous for the *Tox3<sup>tm1a(KOMP)Mbp</sup>* transgene were crossed with mice carrying the FLP allele to obtain floxed (*Tox3<sup>f/+</sup>*) allele, which was then crossed with mice heterozygous for *Nestin-Cre* transgene to generate mice with *Nestin-Cre;Tox3<sup>f/+</sup>* transgene. *Nestin-cre;Tox3<sup>f/+</sup>* mice were further crossed with *Tox3<sup>f/f</sup>* mice to obtain *Nestin-Cre;Tox3<sup>f/f</sup>* and Cre-negative control mice.

### **X-gal staining**

Embryos and organs were collected at indicated stages and stained for  $\beta$ -galactosidase activity. For  $\beta$ -galactosidase staining, embryos or tissues were fixed on ice for 30 minutes in 3.7 % paraformaldehyde (PFA) dissolved in phosphate-buffered solution (PBS), washed thrice with PBS at room temperature (10 minutes each), and stained overnight at 4 °C in an x-gal staining PBS buffer containing 4 mM K<sub>4</sub>Fe(CN)<sub>6</sub>, 4 mM K<sub>3</sub>Fe(CN)<sub>6</sub>, 2 mM MgCl<sub>2</sub> and 1 mg/mL X-gal.

### **Histology staining**

The organs were harvested and fixed in 3.7% PFA before paraffin embedding. Paraffin sections of 5  $\mu$ m were obtained and baked for 20 minutes at 52°C to deparaffinize. Slides were placed in xylene for 10 minutes, rehydrated in gradient ethanol, and finally distilled water. Tissue sections were then stained in hematoxylin solution for 3 minutes, washed with distilled water for 2 minutes, stained in eosin for 1.5 minutes, and washed with distilled water. To dehydrate the sections, slides were placed in 90% ethanol for 2 minutes, 95% ethanol for 2 minutes, 100% ethanol twice (2 minutes each), and Xylene for 10 minutes. Slides were air-dried and mounted with Dako Mounting Medium. Sections were imaged using Axio Scan.Z1.

### **Immunohistochemistry staining**

Transcardial perfusion with 3.7% PFA was performed before harvesting the cerebella. The cerebella were further fixed in 3.7% PFA for 24 h, washed 3 times with PBS and then allowed to sink in 30% sucrose for 3 days before embedding in O.C.T. Compound (Tissue Tek, cat#4583) and snap frozen. Embedded samples were then sectioned with a Leica CM3050S to 7  $\mu$ m thickness. Tissue sections were then permeabilized in 0.1% Triton X-100 in PBS (PBST), blocked in 5% normal donkey serum in PBST for 30 min at room temperature, and incubated with primary antibodies in PBST overnight at 4°C. Sections were then incubated in their corresponding secondary antibodies (Alex Fluor 488, 55, 647; Invitrogen, 1:750) for 2 hours at room temperature. Nuclei were visualized by DAPI staining. The sections were then imaged using the Axio Scan.Z1 or a Nikon Eclipse Ti microscope with Nikon DS-Qi2 camera.

### **Phylogenetic analysis**

Orthologous genes and similar genes for phylogenetic analysis were obtained from an NCBI database search. Orthologous gene groups were calculated by NCBI's Eukaryotic Genome Annotation pipeline for the NCBI Gene dataset, utilizing a combination of protein sequence similarity and local synteny information. The 'similar genes' group comprised a set of eukaryotic genes from the NCBI Gene database, selected based on a combination of calculated ortholog and protein architecture similarity. The alignment and generation of the phylogenetic tree were performed using NCBI's constraint-based multiple alignment tool (COBALT). COBALT utilizes various strategies, such as the conserved domain database, protein motif database, and sequence similarity through RPS-BLAST, BLASTP, and PHI-BLAST. By extracting pairwise constraints from these sources, COBALT incorporates them into a progressive multiple alignment approach, enhancing the accuracy and reliability of the alignment process.

### **Tissue collection and nuclei dissociation**

Cerebella were collected from P1 *Nestin-cre;Tox3<sup>fl/fl</sup>* and Cre-negative control mice, snap-frozen in dry ice, and stored at -80°C for single-nuclei extraction. Single nuclei were generated from 12 snap-frozen cerebella from each condition using the Singulator™ 100 system (S2Genomics, Livermore, CA), following the regular nuclei isolation protocol. Nuclei preparations were cleaned as follows: nuclei were centrifuged at 500 g for 5 min, resuspended in 2 mL of cold Storage Buffer (S2Genomics), and filtered through a 40  $\mu$ m Flowmi Tip Strainer filter. The filtered nuclei were then resuspended in 2 mL of Storage

Buffer, and centrifuged again at 500g for 5 min. After centrifugation, nuclei were resuspended in 200  $\mu$ L of Storage Buffer supplemented with 1 U/ $\mu$ L of RNase inhibitor (Sigma Aldrich, cat: 3335402001) and counted using a LUNA-FL™ Dual Fluorescence Cell Counter (Logo Biosystems, Anyang-si, South Korea).

### **Single-nucleus RNA-seq library preparation and sequencing**

We pooled 12 control cerebella and 12 mutant cerebella from P1 animals to generate one control library and one mutant library. Single-nucleus RNA-seq libraries were generated using the Chromium Next GEM Single Cell 3' v.3.1 according to the manufacturer's protocol (10x Genomics), targeting 10,000 nuclei per sample. We performed 12 cycles for cDNA amplification for both samples. To generate the final dual indexed 10x libraries, 13 cycles were performed.

### **Library pooling and quality control**

After library preparation, individual libraries were quality checked on an Agilent 4200 Tapestation using D1000 screen tape. The libraries were pooled equally molar at a final concentration of 5.7 nM and quality checked again on an Agilent 4200 Tapestation using a D1000 screen tape.

### **Sequencing and alignment**

Individual pools of 10x 3' gene expression libraries were sequenced on Illumina's NovaSeq S4 flow cells, targeting a sequencing read depth of 100,000 reads per cell. Sequencing was performed by UCSF Center for Advanced Technology with the following sequencing parameters: Read 1= 28 cycles, Index 1= 10 cycles, Index 2= 10 cycles, Read 2= 90 cycles. The sequences were de-multiplexed using bcl2fastq. Reads were aligned to a Gencode Reference vM23/Ensembl 98 genome provided by 10X using Cell Ranger version 7.0.1, available from Computational Biology and informatics (CBI) at UCSF.

### **snRNA-seq quality control**

Reads mapped to the mouse genome at rates of 87.6% and 88.7% for control and mutant cerebella libraries, respectively. Prior to quality-control filtering, 4,857 nuclei from control cerebella and 6,946 nuclei from mutant cerebella were recovered. Sequencing produced a mean of 189,767 and 117,030 reads per nucleus for control and mutant samples, respectively, with a median of 2,143 and 2,153 genes detected per nucleus. Quality filtering was performed using the Seurat R package (4). To remove ambient RNA, we

utilized SoupX (5). Scrublet was used to identify and remove doublets from downstream analysis (6). Cells with more than 25% of transcripts originating from mitochondrial genes were excluded. Additionally, genes expressed in fewer than 10 nuclei were removed. After quality filtering and removal of unwanted cells, the data were normalized based on total expression, multiplied by a scale factor of 10,000 and log transformed.

### **Integrated analysis of snRNA-seq datasets**

To account for potential batch effects, we utilized the `IntegrateData` function implemented in Seurat V3, which employs canonical correlation analysis to identify a linear combination of features that construct a shared correlation structure and align the global transcriptome across datasets (4). We performed standard preprocessing (log-normalization) and identified the top 3000 variable features for each individual dataset. Integration anchors were identified using the `FindIntegrationAnchors` function with default parameters and a dimension of 30. These anchors were then passed to the `IntegrateData` function to generate an integrated Seurat object.

### **Visualization and clustering**

For data visualization, we employed Uniform Manifold Approximation and Projection (UMAP) to project cells in a 2D space based on the aligned canonical correlation analysis (4). Aligned canonical correlation vectors (1:20) were used to identify clusters using a shared nearest neighbor modularity optimization algorithm. We applied graph-based clustering, dividing cells into 23 clusters using the `FindCluster` function in Seurat with resolution 0.8. Granule neuron progenitors and granule cell clusters were identified based on the expression of *Gli2* and *Pax6*, while Purkinje cell clusters were identified based on *Calb1* expression. One cluster containing cell doublets and low-quality cells was removed.

### **Bulk RNA-sequencing and analysis**

Total RNA was extracted from P1 cerebella of the indicated genotypes using TRIzol<sup>TM</sup> reagent (Invitrogen, #15596026) following the manufacturer's instructions. RNA-seq was performed by Novogene Inc. The procedure involved mRNA purification using poly-T oligo-attached magnetic beads, fragmentation, first and second strand cDNA synthesis, end repair, A-tailing, adapter ligation, size selection, amplification, and purification to generate the library. Library quantification and size distribution detection were performed

using Qubit, real-time PCR, and a bioanalyzer. The quantified libraries were pooled and sequenced on Illumina platforms based on effective library concentration and data requirements. Sequencing generated 150 bp paired-end reads, which were processed by removing reads containing adapters, ploy-N, and low-quality reads. The clean reads were aligned to the mm10 reference genome using Hisat2 v2.0.5 (7). FeatureCounts v1.5.0 (8) was used to count the number of reads mapped to each gene, and FPKM values were calculated based on gene length and read count. 

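The deposited FPKM values, which scale counts by gene length and library size, can be rebuilt from the deposited counts. In each library, every FPKM value equals the count divided by the gene length given in the table and by a constant of that library. The constant equals the DESeq2 size factor of the library multiplied by the geometric mean of the total counts of all 6 libraries, and it lies between 0.999 and 1.01 times the total count of the library itself. The FPKM values therefore already carry DESeq2's scaling between libraries.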

Differential expression analysis between two conditions/groups was performed using the DESeq2 R package v1.20.0 (9). The resulting *P*-values were adjusted using the Benjamini and Hochberg's approach to control the false discovery rate. A threshold of *P*-adj <0.01 and |Log2 FC| > 0.5 was used to identify significant up- and down-regulated genes.

### **ChIP-sequencing and analysis**

Chromatin from the cerebellum was prepared from P1 *Nestin-cre;Tox3<sup>fl/fl</sup>* and *Tox3<sup>fl/fl</sup>* or *Tox3<sup>fl/+</sup>* cerebella. Frozen cerebella were dissociated with a 1 mL pipette until no large tissue chunks were visible and then fixed in 1% formaldehyde in PBS for 20 min at room temperature. The fixation was stopped by adding glycine to a final concentration of 125 mM for 5 min at room temperature. The samples were incubated with cell lysis buffer (50 mM Tris-Cl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NonidetP-40 substitute (Fluka #74385), 0.25% Triton X-100, 1:200 protease inhibitor cocktail (Sigma-Aldrich #P8340)) and homogenized using a glass Dounce homogenizer with a type "B" pestle, performing 15 strokes. After centrifugation, the nuclear pellet was resuspended in nuclear lysis buffer (10mM Tris-Cl, pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 0.2% SDS, 1:200 protease inhibitor cocktail) and incubated for 20 min on ice. Samples were sonicated for 12 cycles of 20s on and 60s off using Branson Digital Sonifier model 450 at 9% amplitude to generate fragments of 200-500 bp. ChIP was performed using 2 µg of anti-TOX3 antibody (Sigma). Following ChIP, ChIP-seq libraries were generated using the NEBNext® Ultra™ II DNA Library Prep Kit and sequenced using 150 bp paired-end reads on an Illumina Hiseq X platform. For analysis, adapter sequences were removed from the raw reads using Trimgalore v0.6.7. Reads were aligned to the primary assembly of the mm10 mouse genome using Bowtie v2.5.0 with default parameters (10). Duplicates were removed using Sambamba v1.0 (11). Blacklisted regions identified by the ENCODE project were filtered out from the final BAM files. Signal files were generated with deeptools

bamCoverage v3.5.1 (12). Binding regions were identified by comparing pooled Tox3 ChIP-seq signal with input signal, with a q value of 5.00E-02 using the callpeak function in MACS2 v2.2.7.1 (13). All MACS2 peaks were annotated with TSS of the nearest gene using HOMER v4.11 (14). Data were visualized using IGV v2.11.2 (15). Gene ontology analysis of the top 3,000 peak-related genes was performed using Metascape (16).

### RT-qPCR analysis

Total RNA was isolated using TRIzol, and cDNA was synthesized using iScript™ cDNA Synthesis Kit. qPCR was performed using the SYBR Select Master Mix (Applied Biosystems, 4472908) and the QuantStudio 5 Real-Time PCR system (Applied Biosystems). Fold changes in transcript levels were determined using the  $\Delta\Delta C_t$  method. Primers for *Tox3*, *Ccna1*, *Ccnb1*, *Ccnb2*, *Cdca8*, *Cdk1*, *Pcna*, *Mki67*, and *Actb* are listed below.

| Primer name          | Sequence                          |
|----------------------|-----------------------------------|
| <i>Ccna1</i> forward | 5' - TGATGCTTGCTCAAATGCTCAGC - 3' |
| <i>Ccna1</i> reverse | 5' - AGGTCCTCCTGTACTGCTCAT - 3'   |
| <i>Ccnb1</i> forward | 5' - AAGGTGCCTGTGTGTGAACC - 3'    |
| <i>Ccnb1</i> reverse | 5' - GTCAGCCCCATCATCTGCG - 3'     |
| <i>Ccnb2</i> forward | 5' - GCCAAGAGCCATGTGACTATC - 3'   |
| <i>Ccnb2</i> reverse | 5' - CAGAGCTGGTACTTTGGTGTTC - 3'  |
| <i>Cdca8</i> forward | 5' - CAAATTGAGTCCGACAGACAGA - 3'  |
| <i>Cdca8</i> reverse | 5' - GCCGAAGGATCTCGATGTTGT - 3'   |
| <i>Cdk1</i> forward  | 5' - AGAAGGTACTTACGGTGTGGT - 3'   |
| <i>Cdk1</i> reverse  | 5' - GAGAGATTTCCCGAATTGCAGT - 3'  |
| <i>Pcna</i> forward  | 5' - TTTGAGGCACGCCTGATCC - 3'     |
| <i>Pcna</i> reverse  | 5' - GGAGACGTGAGACGAGTCCAT - 3'   |
| <i>Mki67</i> forward | 5' - ATCATTGACCGCTCCTTTAGGT - 3'  |
| <i>Mki67</i> reverse | 5' - GCTCGCCTTGATGGTTCCT - 3'     |
| <i>Actb</i> forward  | 5' - AGTGTGACGTTGACATCCGT - 3'    |
| <i>Actb</i> reverse  | 5' - TGCTAGGAGCCAGAGCAGTA - 3'    |
| <i>Tox3</i> forward  | 5' - CCTTGGGGAGGAGCAAAAGCA - 3'   |
| <i>Tox3</i> reverse  | 5' - AGCAGCAGCCTTGGAACGAG - 3'    |

### Co-immunoprecipitation assays

For co-immunoprecipitation analysis using cerebellar tissue, three to five P7 mouse cerebella were collected and lysed in 1% PBST containing 1:200 protease inhibitor

cocktail followed by sonication at 20 % amplitude for 20 sec, repeated twice. Afterwards, the lysate was spun at 15,000 rpm for 10 min, twice. The supernatant was mixed with 1 µg anti-TOX3 antibody (Sigma) overnight at 4°C. Then, the mixture was incubated with Dynabeads for 2 hrs. The immunoprecipitated complex was washed with TBST three times before elution by SDS loading buffer. For co-immunoprecipitation analysis using overexpressed proteins, the specified HA and FLAG fusion proteins were expressed in HEK293 cells. Cells were lysed in 1% PBST containing 1:200 protease inhibitor cocktail. After sonication, spin at 13,000 rpm for 10 min. The supernatant was mixed with 1 µg anti-FLAG M2 antibody (Sigma) overnight at 4°C. The mixture was incubated with Dynabeads for additional 2 to 3 hrs. The immunoprecipitated complex was washed with TBST three times before elution by SDS loading buffer.

### **Luciferase assay**

High-purity plasmids were prepared using QIAprep 2.0 spin columns (Qiagen). HEK293T cells were transiently transfected in a 48-well plate at 70–80% confluence with 18.75 ng of the indicated pGL3-Basic-TATA-E-box-firefly luciferase reporter plasmid, 0.375 ng of a SV40-Renilla control plasmid (1), and 37.5 ng of the indicated expression constructs using polyethylenimine (Sigma). The cells were then washed and lysed in 100 µl of passive lysis buffer 48 h after transfection (Promega), and 20 µl of the lysate was transferred to a white 96-well microtiter plate. A total of 100 µl of luciferase assay buffer (Promega) was directly injected into each well prior to measurement. Luminescence was measured using a microplate reader and integrated over 10 seconds. Normalization was conducted using dual luciferase assays, where 20 µl of lysate was transferred to a second white microtiter plate. Then, 100 µl of coelenterazine (Research Products International) in PBS buffer was injected into each well, and Renilla luminescence was measured as described above.

### **Statistical analysis**

Error bars represent the standard error of the mean. The Mann-Whitney U test was used to compare difference between two groups, specifically Figure 2F and 3A. The Kruskal-Wallis test followed by Mann-Whitney U test was used for comparison in Figure 5A and 5C; Dunn's multiple comparisons were used for comparison among more than two groups in Figure 7B, 7D, and 8B. Lifespan analysis was performed by Kaplan–Meier survival analysis. All data are presented as mean ± standard error of the mean (SEM). A value of

$P < 0.05$  was considered significant. All statistical analyses were performed using GraphPad Prism, version 9.0, software.

### Supplementary References

1. G. N. Huang, *et al.*, C/EBP transcription factors mediate epicardial activation during heart development and injury. *Science* **338**, 1599–1603 (2012).
2. A. Seksenyan, *et al.*, TOX3 is expressed in mammary ER(+) epithelial cells and regulates ER target genes in luminal breast cancer. *BMC Cancer* **15**, 22 (2015).
3. G. N. Huang, *et al.*, NFAT binding and regulation of T cell activation by the cytoplasmic scaffolding Homer proteins. *Science* **319**, 476–481 (2008).
4. A. Butler, P. Hoffman, P. Smibert, E. Papalexi, R. Satija, Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol* **36**, 411–420 (2018).
5. M. D. Young, S. Behjati, SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *Gigascience* **9**, giaa151 (2020).
6. S. L. Wolock, R. Lopez, A. M. Klein, Scrublet: computational identification of cell doublets in single-cell transcriptomic data. *Cell Syst* **8**, 281-291.e9 (2019).
7. D. Kim, B. Langmead, S. L. Salzberg, HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **12**, 357–360 (2015).
8. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
9. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
10. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357–359 (2012).
11. A. Tarasov, A. J. Vilella, E. Cuppen, I. J. Nijman, P. Prins, Sambamba: fast processing of NGS alignment formats. *Bioinformatics* **31**, 2032–2034 (2015).
12. F. Ramírez, *et al.*, deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* **44**, W160-165 (2016).
13. Y. Zhang, *et al.*, Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137 (2008).
14. S. Heinz, *et al.*, Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular Cell* **38**, 576–589 (2010).
15. J. T. Robinson, *et al.*, Integrative genomics viewer. *Nat Biotechnol* **29**, 24–26 (2011).
16. Y. Zhou, *et al.*, Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* **10**, 1523 (2019).

## Supplementary Figures

**A**

| Organ<br>(# of genes) | Gene Ontology                                 | P-adjust   |
|-----------------------|-----------------------------------------------|------------|
| Brain (366)           | Head development                              | 7.5858E-30 |
|                       | Central nervous system neuron differentiation | 2.3442E-17 |
|                       | Regulation of neuron differentiation          | 9.3325E-13 |
| Cerebellum<br>(272)   | Brain development                             | 4.7863E-28 |
|                       | Hindbrain development                         | 2.6915E-15 |
|                       | Regulation of neuron differentiation          | 3.2359E-13 |
| Heart<br>(204)        | Muscle structure development                  | 2.6303E-14 |
|                       | Cardiac chamber formation                     | 4.2658E-07 |
|                       | Muscle organ development                      | 4.7863E-07 |
| Kidney<br>(208)       | Embryonic morphogenesis                       | 5.4954E-44 |
|                       | Gland development                             | 1.8197E-18 |
|                       | Renal system development                      | 2.1878E-18 |
| Liver<br>(313)        | RNA biosynthetic process                      | 1.2589E-35 |
|                       | Chromatin organization                        | 8.3176E-25 |
|                       | Regulation of hemopoiesis                     | 1.4791E-10 |
| Ovary<br>(190)        | Regionalization                               | 3.6308E-15 |
|                       | In utero embryonic development                | 7.2444E-06 |
|                       | Genitalia development                         | 9.3325E-05 |
| Testis<br>(353)       | Formation of primary germ layer               | 1.9953E-07 |
|                       | Male gamete generation                        | 7.7625E-06 |
|                       | Male sex determination                        | 1.9055E-05 |

**B**

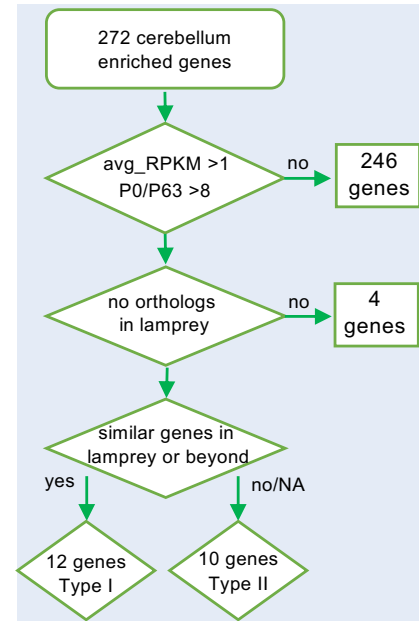

**C**

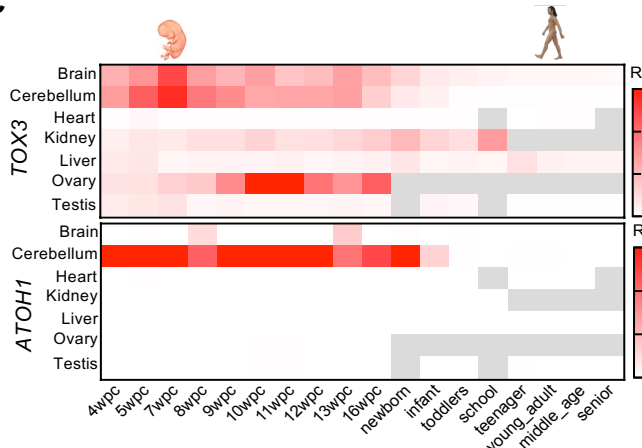

**D**

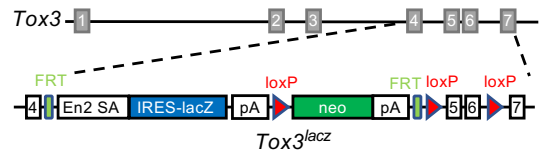

**F**

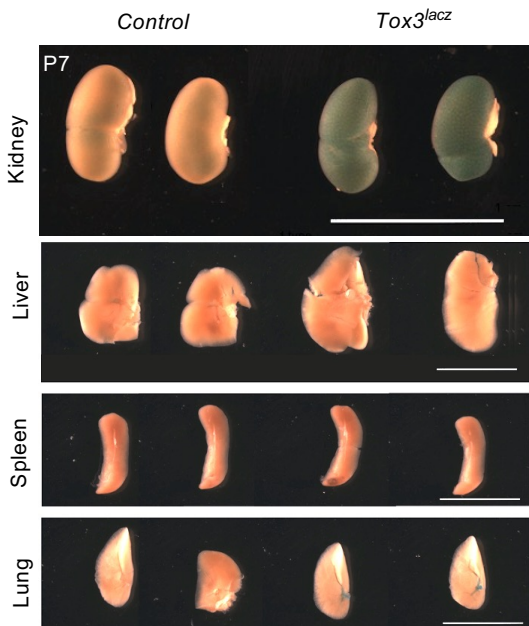

**E**

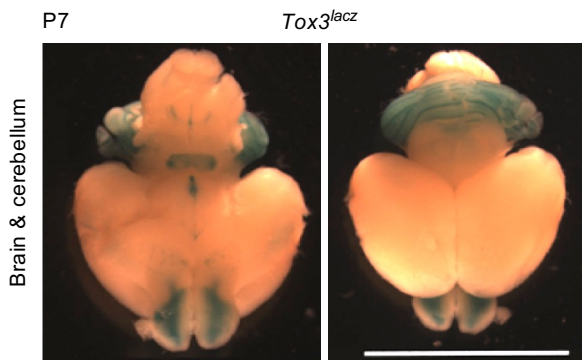

**Figure S1. Gene ontology, filtering strategy, and gene expression analysis.**

(A) Top GO terms associated with each group of tissue-enriched transcription factors. (B) Workflow for identifying candidate transcription factors involved in cerebellum expansion. (C) Heatmap showing the expression of *TOX3* and *ATOH1* in major human organs at different developmental stages. Grey indicates unavailable data. Stages: newborn (0–20 days), infant (6–12 months), toddler (2–4 years), school (7–8 years), teenager (13–17 years), young adult (25–39 years), middle age (50–54 years), senior (58 year). Wpc, weeks post conception. (D) Schematic of the mouse *Tox3* locus and design of the transgenic construct for *LacZ* knockin and *Tox3* gene knockout. (E) X-gal staining of mouse cerebrum and cerebellum at postnatal day 7 (P7). (F) Representative X-gal staining of mouse kidneys, livers, spleens, and lungs at P7. Scale bars: 1 cm.

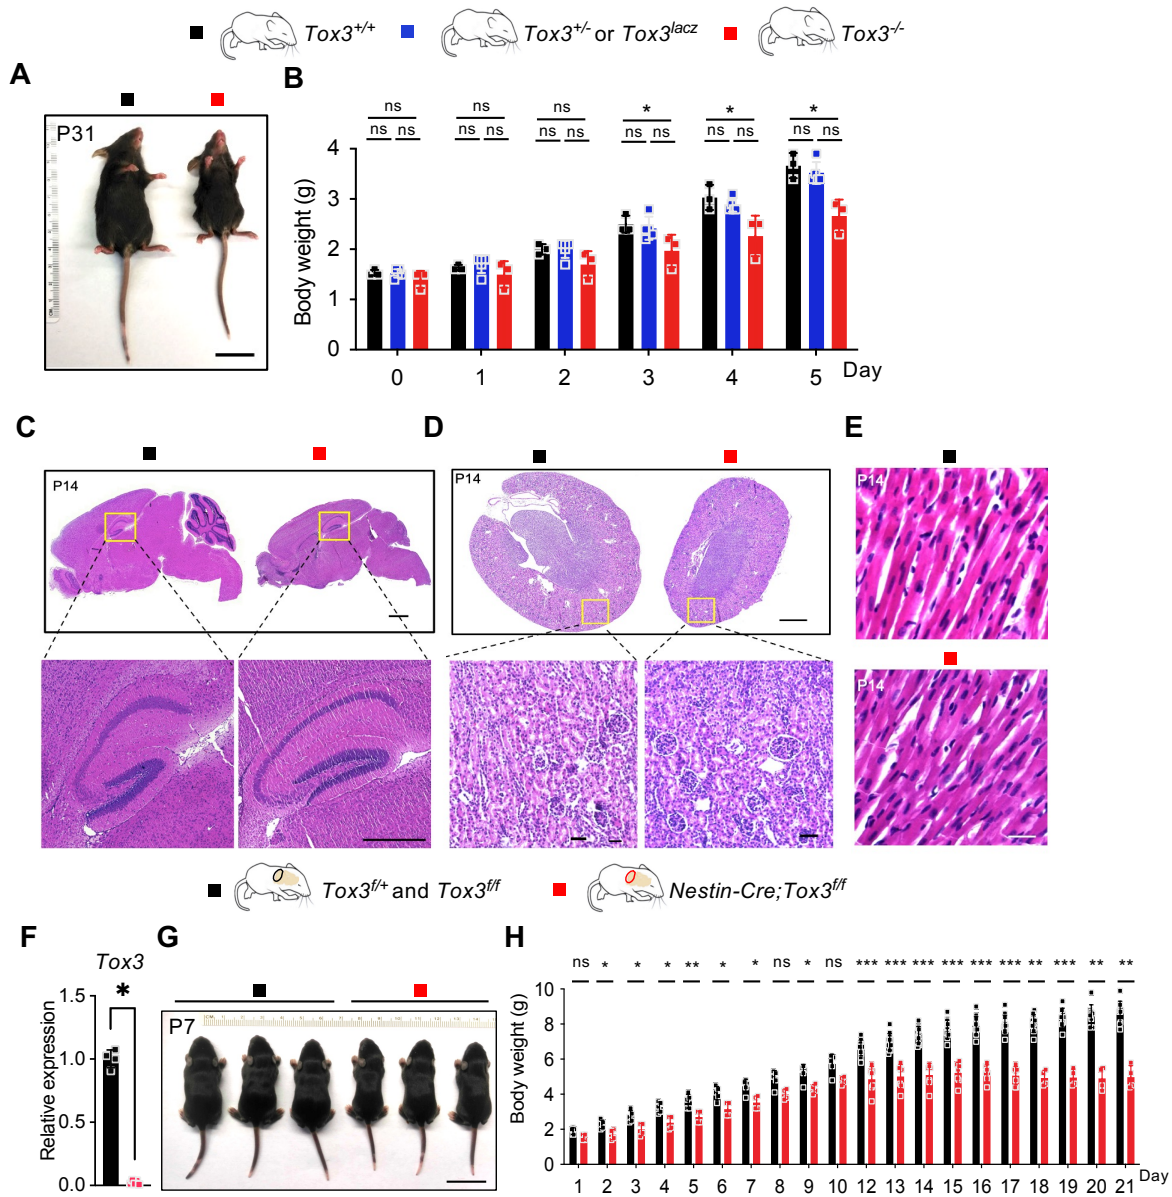

**Figure S2. Body weight and histological analyses of *Tox3* knockout mice.**

(A) Photos of control and knockout mice at postnatal day 31 (P31). (B) Body weight of neonatal transgenic mice (*Tox3*<sup>+/+</sup>, n=3; *Tox3*<sup>+/-</sup>, n=4; *Tox3*<sup>-/-</sup>, n=3). (C) Representative histological images of brain sections from control and knockout mice at P14. Magnified views of the hippocampus are shown below (n=3 per genotype). (D) Representative images of kidney sections from control and knockout mice at P14 (n=3 per genotype). (E) Representative images of heart sections from control and knockout mice at P14 (n=3 per genotype). (F) Efficient deletion of *Tox3* in neural-specific knockout mice. Expression was measured by quantitative RT-PCR at P1 (control: *Tox3*<sup>+/+</sup> and *Tox3*<sup>fl/fl</sup>, n=4 mice; *Nestin-Cre;Tox3*<sup>fl/fl</sup>, n=5 mice). (G) Representative photos of control and mutant mice at P7. (H) Body weight changes of control and mutant mice during development (n=5–9 per genotype). Values are reported as mean ± SEM. ns, not significant; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. Scale bars: 2 cm (A), 1 mm (C), 500 μm (C insert), 500 μm (D), 50 μm (D insert), 20 μm (E), 1 cm (G).

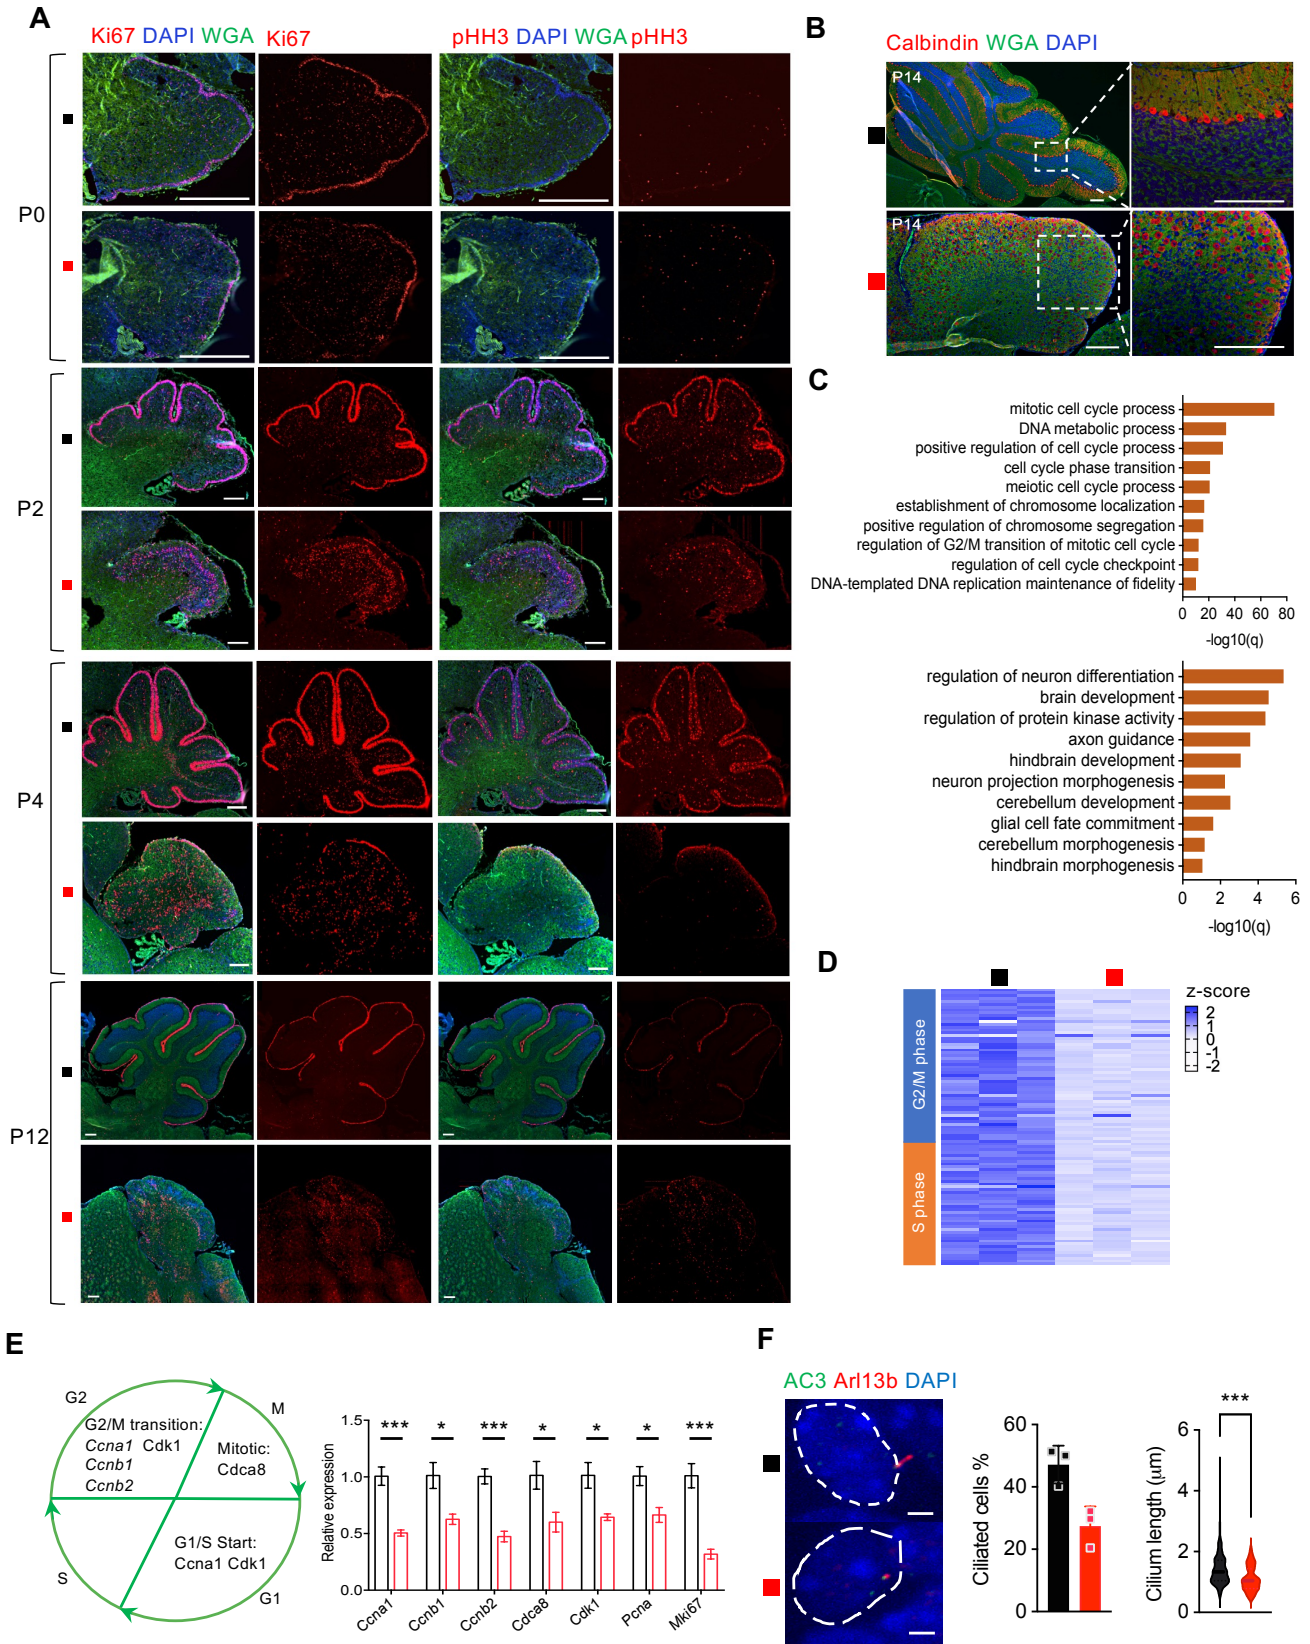

**Figure S3. Nervous system-specific deletion of *Tox3* impairs granule neuron progenitor proliferation in neonatal mice.**

(A) Representative images of Ki67 and phospho-histone H3 (pHH3) staining in control and mutant cerebella at postnatal day 0 (P0), P2, and P12.  $n=2-3$  mice per genotype at each age. (B) Representative images of calbindin-stained cerebella from control and mutant mice at P14 ( $n=2-3$  per genotype). (C) Bar plots showing the top 10 enriched Gene Ontology (GO) biological processes (top) and the top 10 non-cell cycle-related GO biological processes (bottom) from over-representation analysis of downregulated genes in mutant cerebella. (D) Heatmap showing the expression of 97 cell cycle-promoting genes in control and mutant samples. 

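None of these genes is shared between the lists used here, which together hold 97 genes. In the libraries labelled mutant, 96 of them were lower and 74 were downregulated. The values of the groups did not overlap in 91 of the genes that were lower, 93.8% of the 97, where chance gives 5% in that direction.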

(E) Diagram illustrating the role of selected cell cycle genes in different phases of cell cycle progression with RT-qPCR validation of selected cell cycle-related genes ( $n=3$  per genotype). (F) *Tox3* deficiency reduces both the proportion of ciliated cells and cilia length in cultured primary granule neuron progenitor cells. Representative images of AC3- and Arl13b-double-stained P1 granule neurons isolated from control and mutant cerebella. Dashed lines indicate nuclear boundaries ( $n=3$  per genotype; 140 cells from *Nestin-Cre;Tox3<sup>ff</sup>* mice and 61 cells from control *Tox3<sup>ff</sup>* mice were analyzed). Values are reported as mean  $\pm$  SEM. \* $P<0.05$ , \*\*\* $P<0.001$ . Scale bars: 500  $\mu\text{m}$  (A), 100  $\mu\text{m}$  (B), 2  $\mu\text{m}$  (F).

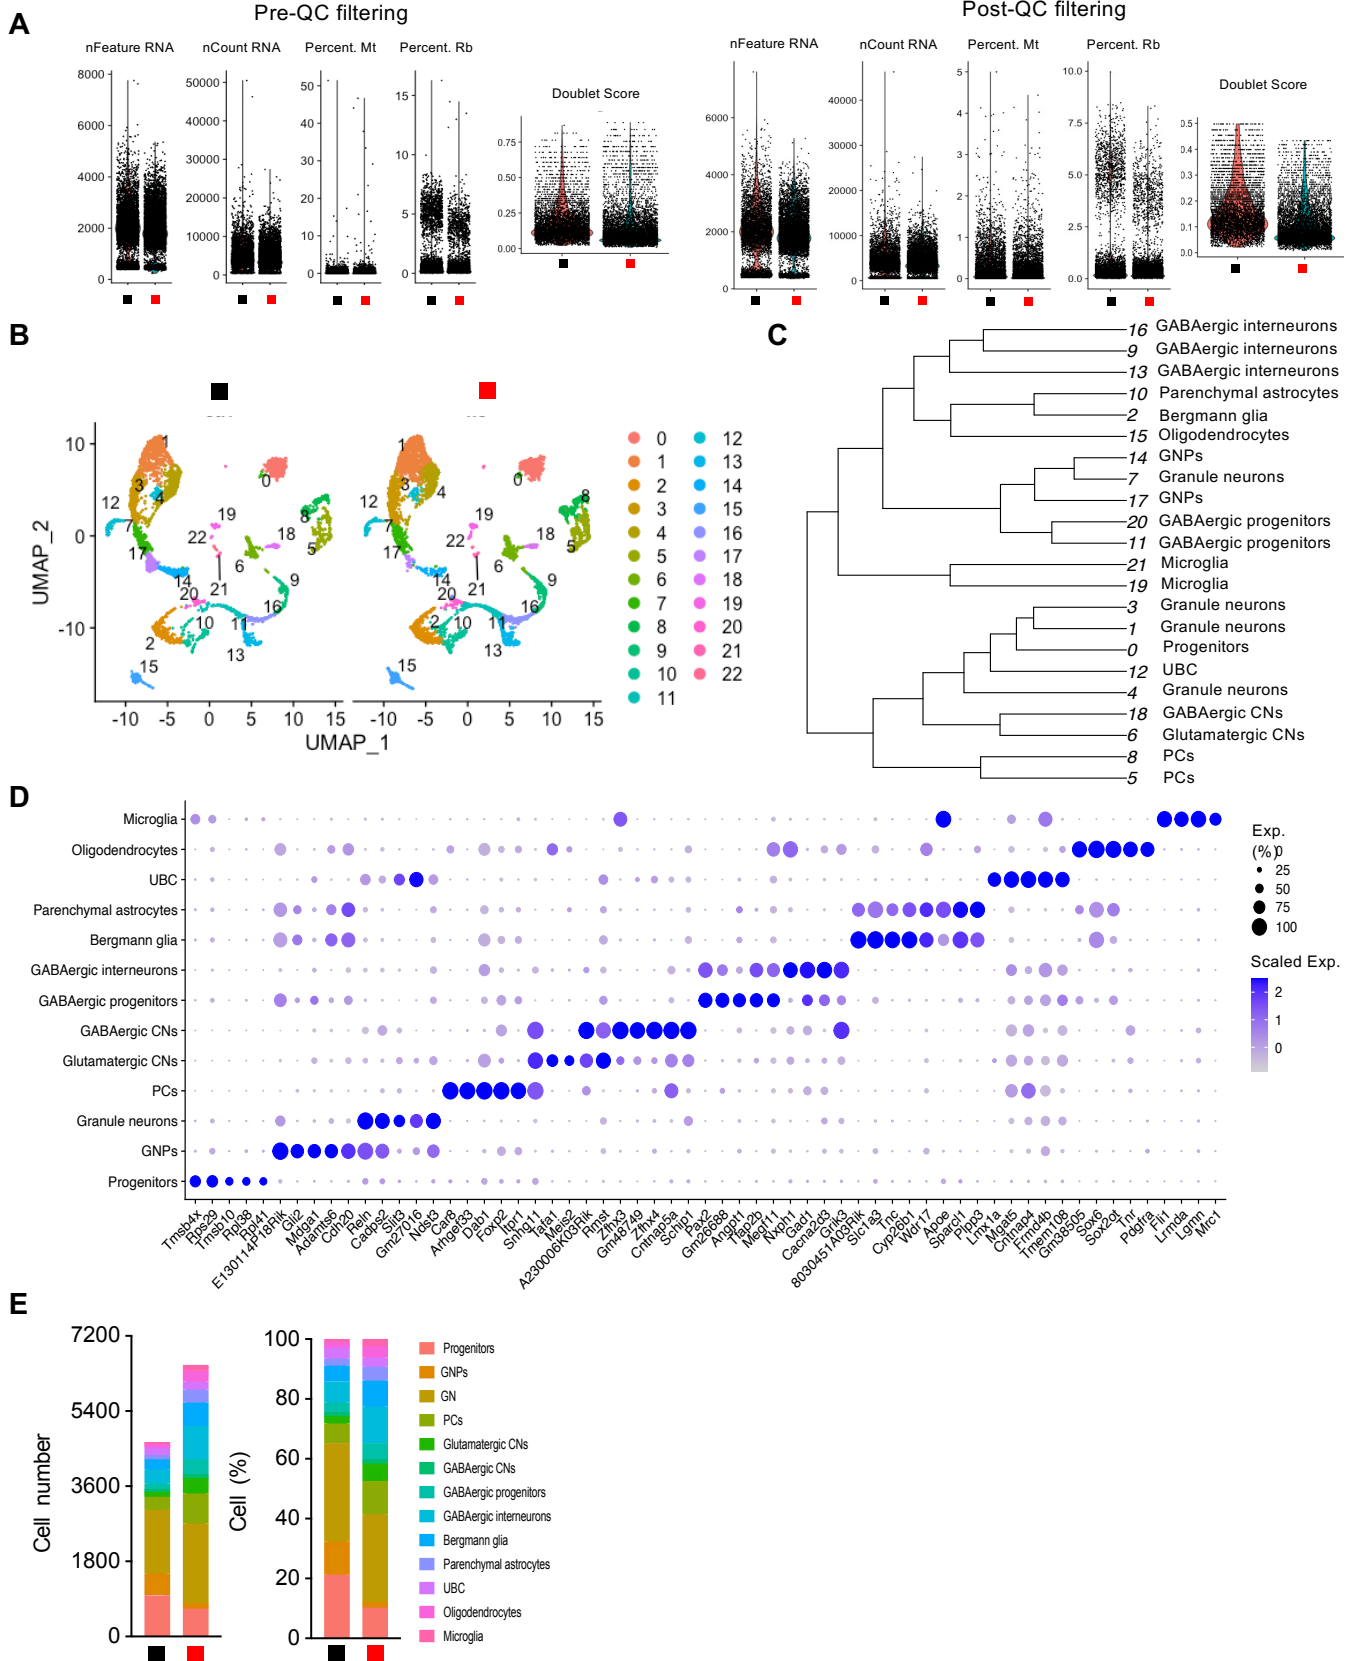

**Figure S4. Single-nucleus RNA-seq (snRNA-seq) identifies major cell types in the mouse cerebellum.**

(A) Violin plots showing the number of detected genes (nFeatur\_RNA) and UMI counts (nCount\_RNA), percentage of mitochondrial genes (percent.mt), percentage of ribosomal genes (percent.rb), and doublet scores before and after quality-control filtering for each group. (B) UMAP visualization of 23 clusters identified from the integrated dataset combining all samples, colored by cluster. Cluster22, which comprised broken cells, was excluded from subsequent analyses. (C) Cluster tree depicting the relationships and hierarchical classification among cell clusters. (D) Dot plot showing the expression of top marker genes for each cell cluster. (E) Bar graph showing the cell number and percentage of each cell type in each snRNA-seq sample.

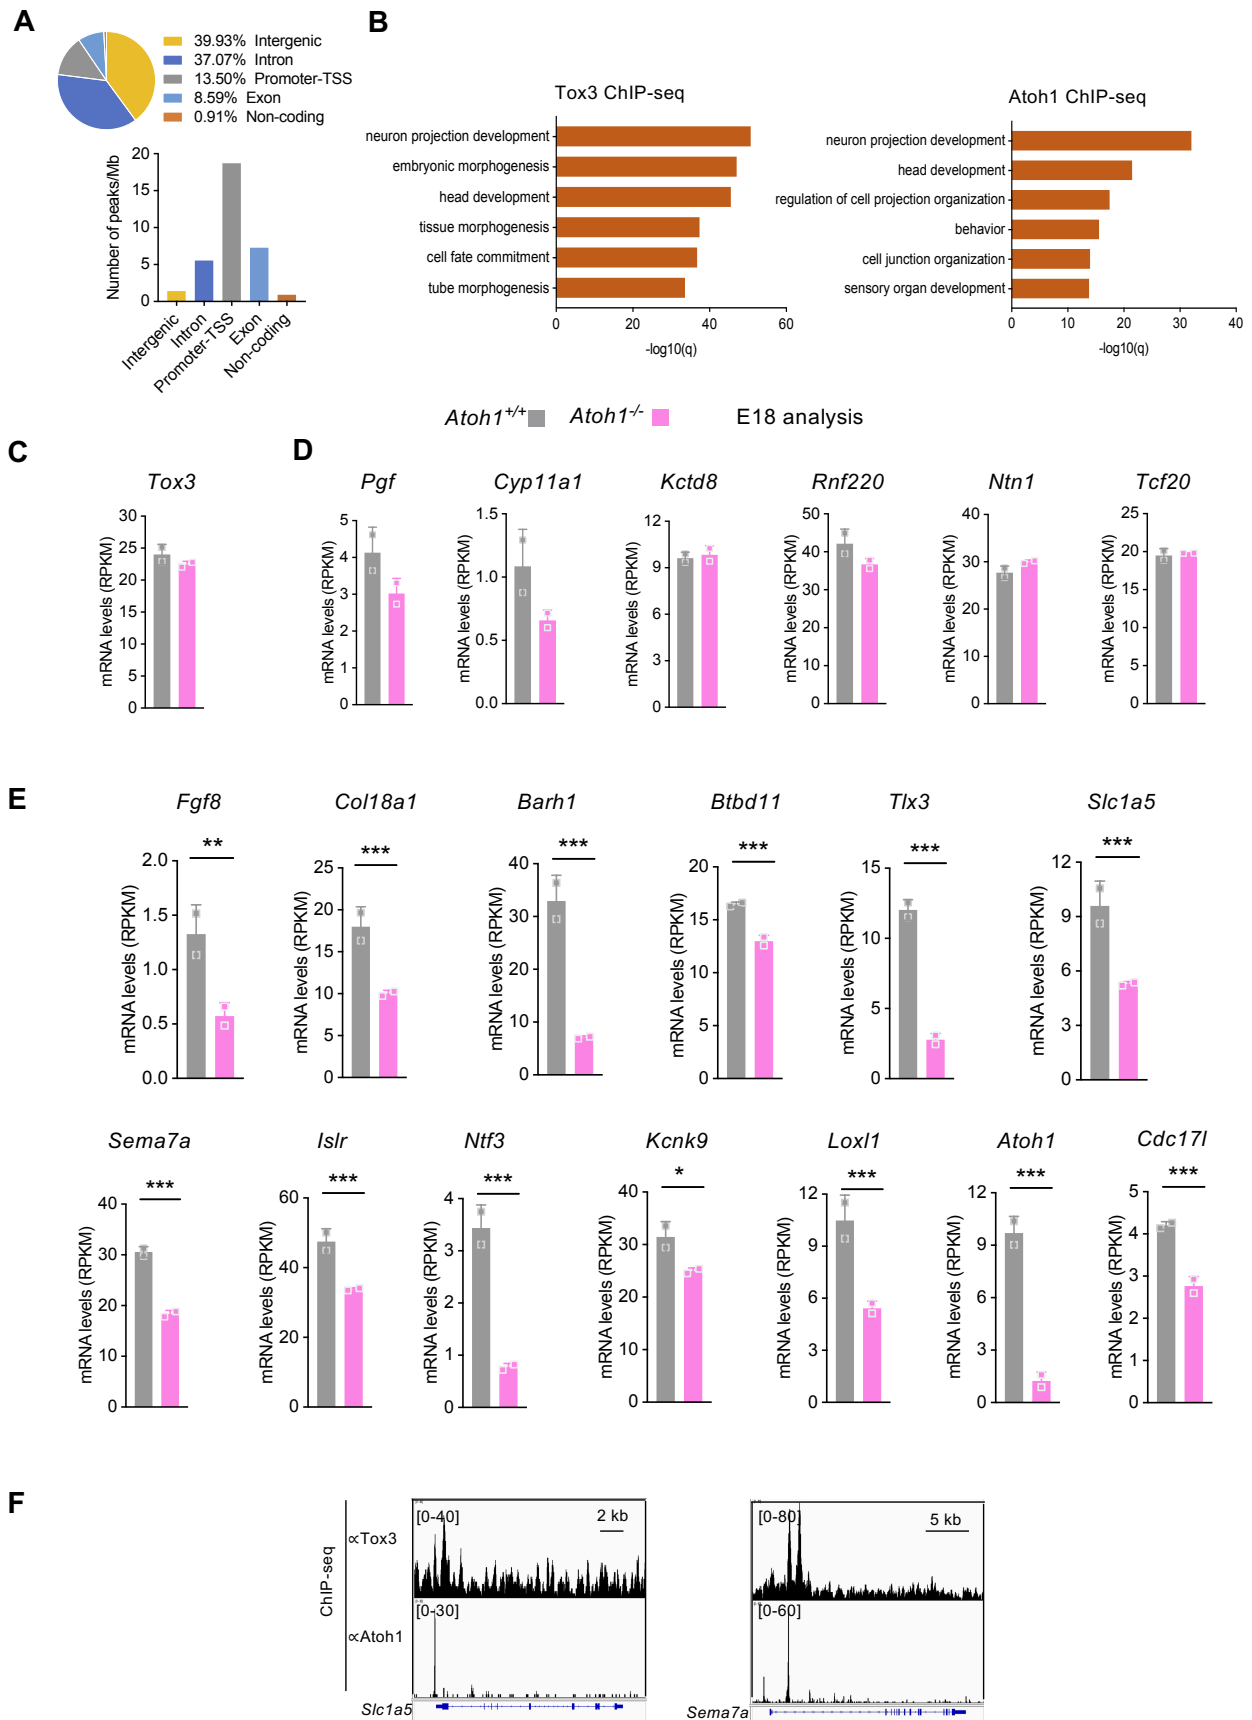

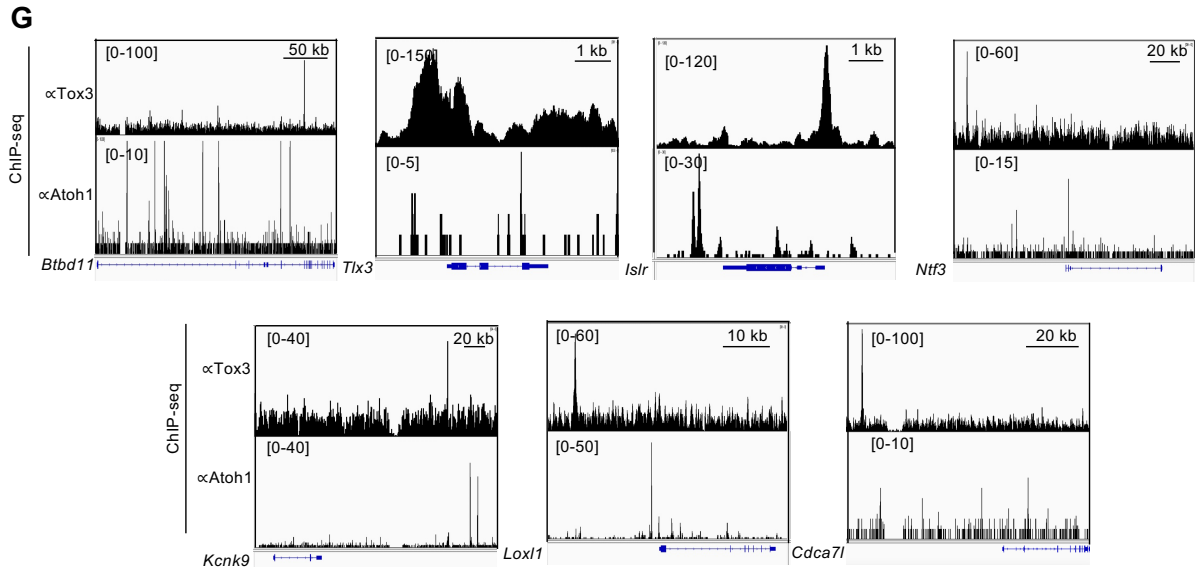

**Figure S6. Tox3 and Atoh1 ChIP-seq together with Atoh1 knockout gene expression analyses.**

(A) Genomic distribution and density of Tox3 ChIP-seq binding peaks. Mb, megabase. (B) Top six enriched Gene Ontology terms for genes associated with the top 3,000 Tox3 or Atoh1 binding sites. (C) RNA-seq analysis of embryonic day 18.5 (E18.5) cerebella from *Atoh1* knockout mice showing comparable *Tox3* expression between control and mutant samples. (D) RNA-seq analysis showing that, among the top 19 granule neuron progenitor-enriched genes shown in Figure 6E, six genes exhibit comparable expression levels in E18.5 *Atoh1* knockout cerebella (E) RNA-seq analysis showing that the remaining thirteen of the top 19 granule neuron progenitor-enriched genes are downregulated in E18.5 *Atoh1* knockout cerebella. (F) ChIP-seq analysis demonstrating overlapping Tox3 and Atoh1 binding peaks at the loci of two genes downregulated in *Atoh1* mutant mice, in addition to *Atoh1*, *Fgf8*, *Col18a1*, *Barh1* (shown in Figure 7A and C). (G) ChIP-seq analysis showing non-overlapping Tox3 and Atoh1 binding peaks at the loci of seven genes downregulated in *Atoh1* mutant mice.

**B**

**B**

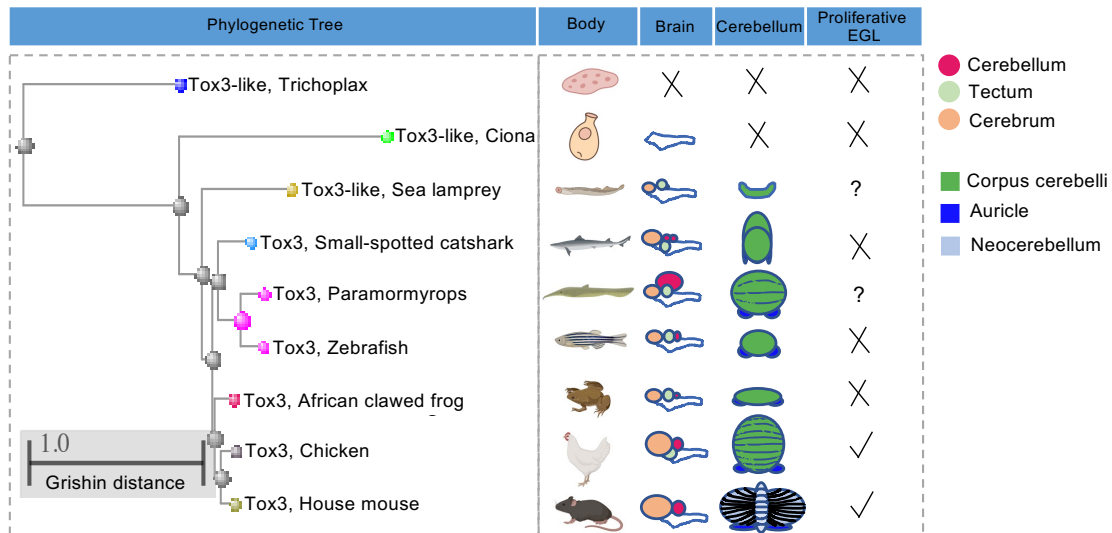

**Figure S7. Evolutionary analysis of Tox3 and Tox3-like proteins across representative vertebrate and basal metazoan species.**

(A) Multiple sequence alignment of Tox3 and Tox3-like proteins from nine representative species. The HMG-box domain is highlighted by purple boxes, and highly conserved residues are shown in red.

(B) Phylogenetic tree derived from the aligned sequences, illustrating clustering patterns and Grishin distances. Sequence alignment was performed using the NCBI Constraint-based Multiple Alignment Tool (COBALT), and the phylogenetic tree was generated using the Fast Minimum Evolution method. Protein accession numbers: Trichoplax (XP\_002111752.1), Ciona (NP\_001071666.2), Sea lamprey (XP\_032813466.2), Small-spotted catshark (XP\_038662637.1), Paramormyrops (XP\_023701334.1), Zebrafish (XP\_005169075.1), African clawed frog (XP\_018113328.1), Chicken (XP\_046755386.1), and House mouse (NP\_766501.2).

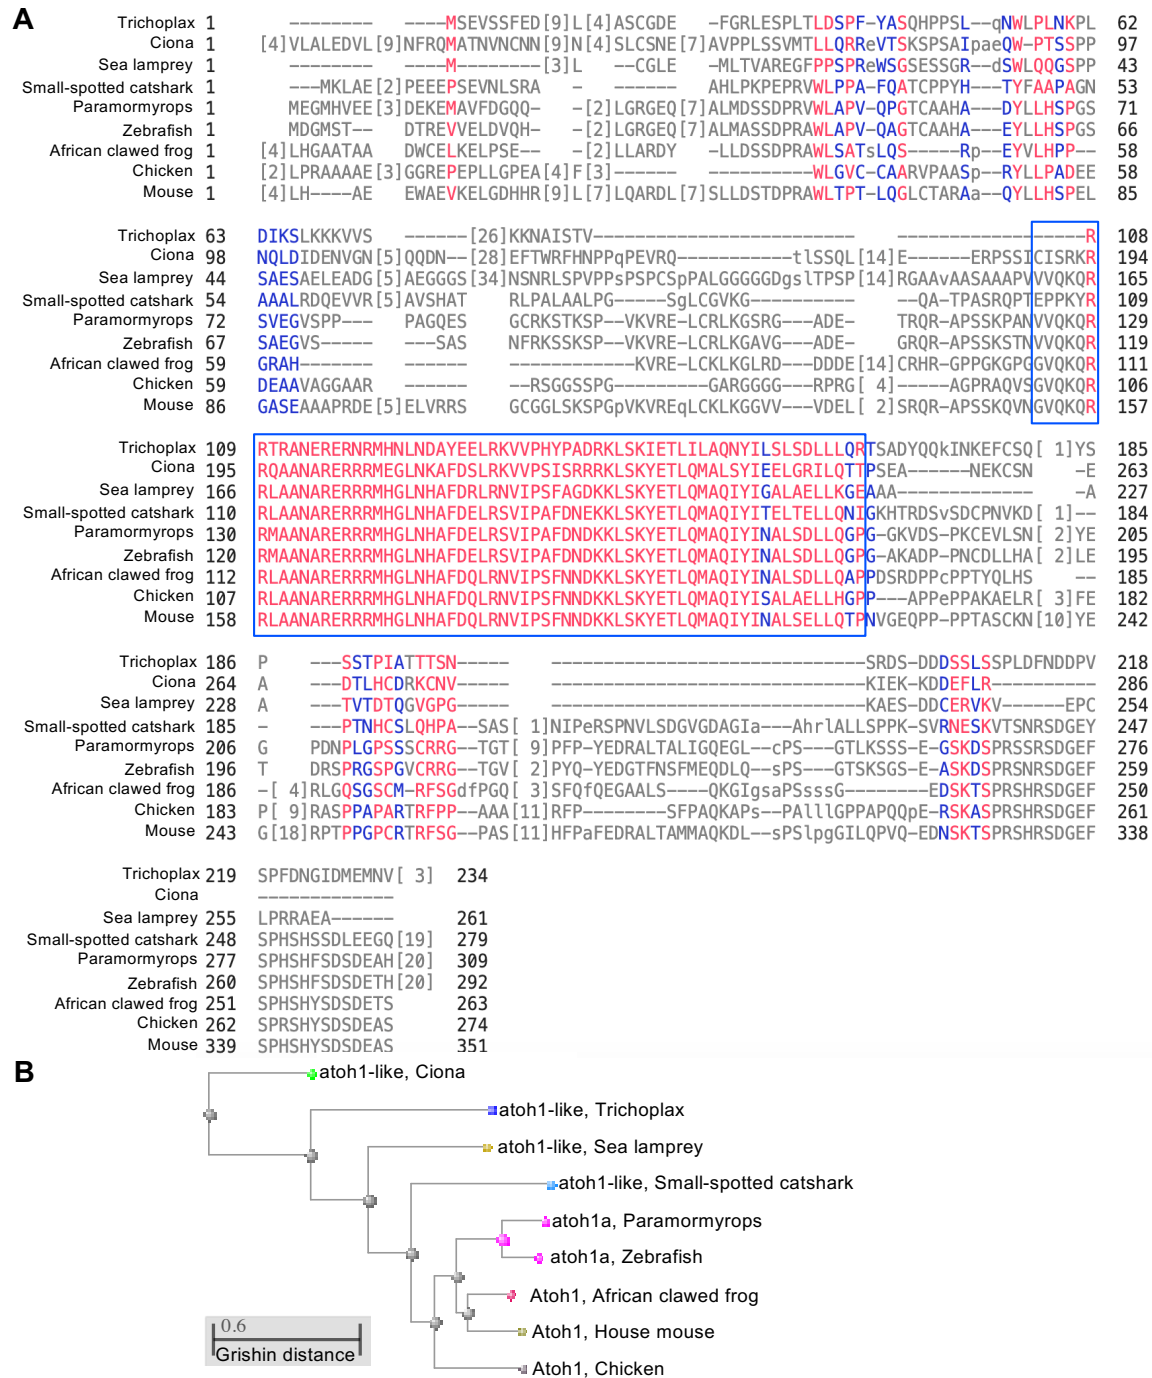

**Figure S8. Evolutionary analysis of Atoh1, atoh1a, and atoh1-like proteins across representative metazoan and vertebrate species.**

(A) Multiple sequence alignment of Atoh1, atoh1a, and atoh1-like proteins from nine representative species. The basic helix-loop-helix domain is highlighted by purple boxes, highly conserved residues are shown in red.

(B) Phylogenetic tree based on the aligned sequences, illustrating species clustering and Grishin distances. Sequence alignment was performed using the NCBI Constraint-based Multiple Alignment Tool (COBALT), and the phylogenetic tree was constructed using the Fast Minimum Evolution method. Protein accession numbers: Trichoplax (XP\_002111626.1), Ciona (XP\_002124707.3), Sea lamprey (XP\_075921619.1), Small-spotted catshark (XP\_038649396.1), Paramormyrops (XP\_023692480.1), Danio rerio (NP\_571166.2), African clawed frog (XP\_018107642.1), Chicken (XP\_004941187.3), and House mouse (NP\_031526.1).

**A**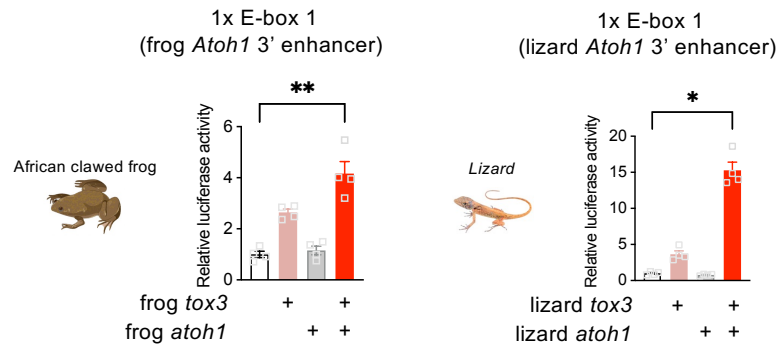**B**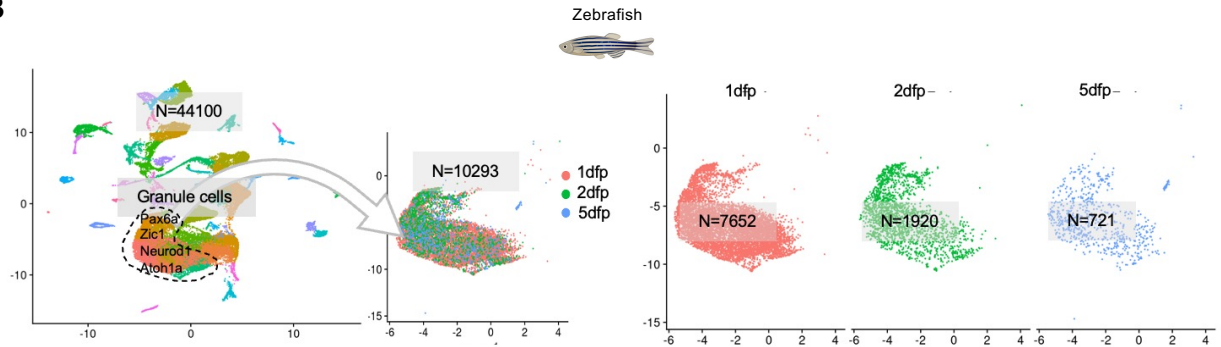**C**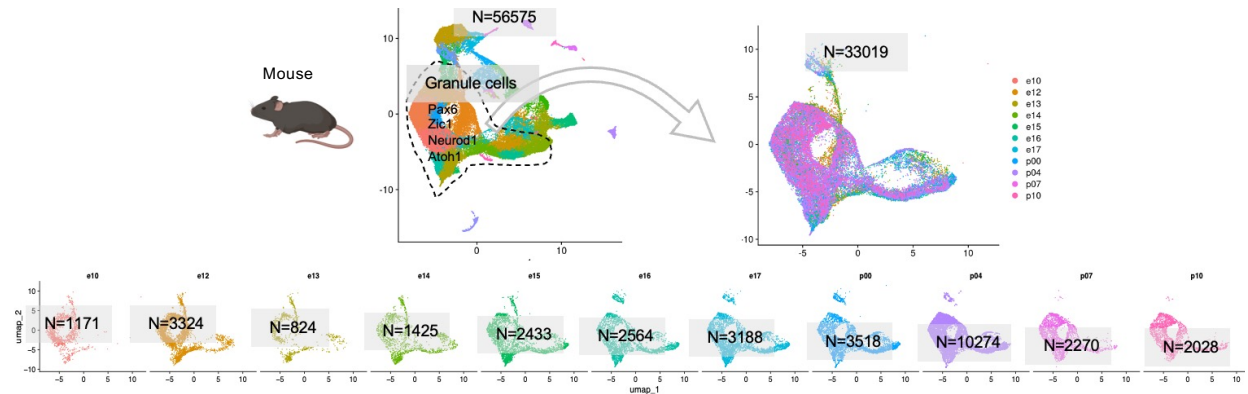

### Figure S9. Luciferase assays and single-cell transcriptomic analyses.

(A) Luciferase assays showing that *Tox3* and *Atoh1* synergistically activate the conserved *Atoh1* 3' E-box1 in lizard. (B) Uniform Manifold Approximation and Projection (UMAP) of 44,100 cells from the developing zebrafish brain. Granule cells were identified by marker gene expression and subsetting from the full dataset. Granule cell clusters at each developmental are shown on the right. (C) UMAP embedding of 56,575 cells from the developing mouse cerebellum. Granule cells were identified based on marker gene expression and subsetting from the full dataset. Granule cell clusters at each developmental stage are shown below. Values are reported as mean  $\pm$  SEM. \* $P$ <0.05, \*\* $P$ <0.01. Luciferase assay results are representative of three independent experiments.

## Supplementary Table

**Table S1:** Comparison of *Tox3* expression duration in the cerebellum across zebrafish, mouse and human.

| Species   | <i>Tox3</i> Expression Period | Average Lifespan | <i>Tox3</i> expression (% Lifespan) |
|-----------|-------------------------------|------------------|-------------------------------------|
| Zebrafish | ~5 days                       | ~3 years         | ~0.45                               |
| Mouse     | ~4 weeks                      | ~2 years         | ~3.84                               |
| Human     | ~2 years                      | ~70 years        | ~2.86                               |

## Movies

**Movie S1 (separate file):** Global deletion of *Tox3* results in severe ataxia, related to Figure 2. Video recordings of postnatal day 31 mice are shown. At the start of the video, the larger mouse in the center is *Tox3*<sup>+/+</sup>, and the two smaller mice on either side are *Tox3*<sup>-/-</sup>.

**Movie S2 (separate file):** Nervous system-specific deletion of *Tox3* leads to the onset of ataxia around postnatal day 10 (P10), related to Figure 2. Videos of P10 mice are shown. Left, *Tox3*<sup>fl/fl</sup>; right, *Nestin-Cre;Tox3*<sup>fl/fl</sup>.

**Movie S3 (separate file):** Nervous system-specific deletion of *Tox3* causes severe ataxia by postnatal day 14 (P14), related to Figure 2. Videos of P14 mice are shown. Left, *Tox3*<sup>fl/fl</sup>; right, *Nestin-Cre;Tox3*<sup>fl/fl</sup>.

## Datasets

**Dataset S1 (separate file):** Z-scores showing the relative expression of transcription factors and cofactors across multiple organs. A total of 366, 272, 204, 208, 313, 190, and 353 genes were identified as enriched in the brain, cerebellum, heart, kidney, liver, ovary, and testis, respectively.

**Dataset S2 (separate file):** Secondary screening of cerebellum-enriched genes identified twenty-six candidate genes based on the following criteria: average Reads Per Kilobase per Million mapped reads (RPKM) > 1 and a postnatal day 0 (P0)/P63 expression ratio > 8.

How the deposited data were processed for this re-analysis (not part of the article)

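Bulk mRNA of 6 cerebella at postnatal day 1 was measured, 3 labelled control and 3 labelled mutant (*Nestin-Cre;Tox3 f/f*). Samples were grouped by their labels and the paper's description alone. The snRNA-seq and ChIP-seq experiments of the paper, its RT-qPCR and the published *Atoh1* mutant data were not analysed here.

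The authors deposited counts per gene and FPKM values. For the counts, the authors removed reads with adapters, undetermined bases or low quality, aligned the rest to mm10 with HISAT2 and counted them per gene with featureCounts. The annotation release, the strand setting and the handling of reads that map to several places are not stated, so overlapping genes and genes with near-identical copies may share reads. Gene coordinates in the table are those of GRCm38. 203 gene symbols occur on more than one gene, and genes were therefore joined by their Ensembl identifier. The FPKM values were computed by the authors from counts and gene length, and their own comparison used DESeq2 with Benjamini-Hochberg adjustment.

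From the counts, log2 fold changes, standard errors and adjusted p-values were computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest), comparing the 3 libraries labelled mutant with the 3 labelled control. Genes at an adjusted p under 0.01 and a log2 fold change beyond 0.5 were called. CPM values are counts scaled to a common TMM-normalized library total. The total counts per library lay between 15391854 and 17178478, and the common dispersion was 0.0105. A gene with at most 3 counts in every library of a group was treated as not detected there, and its fold was given as a bound. Intervals from counts cover counting error only. With 3 libraries against 3, a permutation of the labels cannot give a two-sided p under 0.1, so the p-values rest on the model fitted across genes. Same-group libraries differed by more than the sampling noise, with a chi-square per gene between 3.63 and 10.0, so none was a copy of another.

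The genes named were set by a rule: *Tox3*, *Atoh1* and the genes the paper names for these samples or in its GNP lists; *Tox*, *Tox2* and *Tox4*; the 5 largest falls and 5 largest rises among called genes with a mean of at least 1 CPM in one group and no overlap between the groups; sex genes; and at most the 3 members with the smallest p of a reported list. Genes named outside this rule are marked as such. Gene lists came from the paper's figures and Dataset S2, from the Seurat package (S phase and G2/M phase) or were written by hand for Sonic hedgehog targets, primary cilium, choroid plexus, meninges, endothelium, erythrocytes, midbrain and hindbrain. This rule, the lists, the tests and the alternatives, apart from those marked as chosen after seeing the data, were fixed before the data were examined. Lists were tested with camera and fry in limma 3.58.1, and Reactome pathways with Fisher's exact test, using as background the tested genes with an Entrez number that belong to a pathway. Calls were counted per chromosome with Fisher's exact test.

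As alternatives, DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, other filters on low counts, the replicate number as a block, each library left out in turn, genes of chromosomes X and Y left out, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), a gene length trend removed, and other thresholds were run. The trend with GC content, the level of Y-chromosome genes as a covariate, *Fgf8* at its bound, the use of these alternatives for pathways, marker lists and chromosomes, and camera with the correlation estimated from the data for the marker lists were chosen after seeing the data. The fits were tested on simulated counts with the means and library sizes of the real data, in which 200 genes were changed. The changes were equal in size, larger than the median change of the called genes, and placed only in well-counted genes. Every gene was given the same dispersion. The recovery therefore does not show how the fits perform on smaller changes or on genes with few counts. edgeR recovered 200 of them with 1 false call among 17529 genes, DESeq2 recovered 200 with 0 false calls among 25107, and limma-trend on log2(FPKM + 1) recovered 190 with 3 false calls among 17442.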

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

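The tests of explanations in this part were chosen after the results were seen, as was the decision which marker lists the paper does not discuss for these libraries.

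The markers of 6 cell types or tissues rose in the libraries labelled mutant, a signal outside the genes that the paper discusses for bulk RNA-seq. Their median log2 fold changes were 0.55 for Purkinje cells, 0.59 for glutamatergic cerebellar nuclear neurons, 0.44 for GABAergic progenitors, 0.52 for parenchymal astrocytes, 0.73 for oligodendrocytes and 0.46 for meninges. The camera adjusted p lay under 0.05 for each and the call held in all 15 alternative edgeR fits, but with the correlation between genes estimated from the data none of the 6 passed, and the lowest adjusted p was 0.136. Among Purkinje cell markers, all 6 rose, with *Car8*, *Calb1* and *Arhgef33* at 0.63, 0.68 and 0.59. Gene length and GC content are argued against as the whole source, since the lowest of the 6 medians was 0.44 with a length trend removed and 0.42 with a GC trend removed. A lower share of granule lineage cells would raise the markers of all other cell types alike. The endothelium list did not rise (median −0.09, or −0.17 without control 3), and the Purkinje cell list rose by 0.61 relative to it, where the highest control library lay at 0.03 and the lowest mutant library at 0.51. A lower share of granule cells alone is therefore argued against. The lists of progenitors and of GABAergic cerebellar nuclear neurons, with medians of −0.04 and 0.10, also lay below the Purkinje cell list, so the difference is not limited to endothelium. Changes of single cell types, of expression within them, or either of these together with a lower granule share remain open and were not tested.

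Within the oligodendrocyte list, *Sox10* and *Tnr* rose by 0.97 and 0.84, whereas *Pdgfra* changed by −0.45 (standard error 0.05, adjusted p = 3.07e-04 from edgeR's quasi-likelihood test). *Cnp* (1.08), *Gpr17* (1.07) and *Mbp* (0.69), looked up after the values of the list were seen, rose as well. No explanation was tested for this split. The median of the list is the value of *Sox2ot* (0.73), looked up after the values were seen. *Sox2ot* overlaps *Sox2* on the same strand, whose log2 fold change was 0.65, and reads may have been shared between them.

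In the meninges list, *Col1a2*, *Col1a1* and *Ogn* rose by 0.77, 0.85 and 1.22. More meningeal fibroblasts in the mutant cerebella would raise all their abundant transcripts, but *Col3a1*, the most abundant gene of the list at 337 CPM in the controls, had a log2 fold change of −0.012. *Dcn* and *Lum* lay at −0.05 and −0.16. All 10 genes of the list were expressed in these libraries. A change of collagen expression in a cell type that was already there was not tested.

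The granule neuron markers of Fig. 4B and Fig. S4D fell, with a median of −1.24 over the 4 tested genes. *Cadps2* fell by 1.77, *Ndst3* by 1.38 and *Reln* by 1.11 on the log2 scale, each with no overlap between the groups. *Slit3* had a log2 fold change of −0.19 (adjusted p = 0.228, edgeR's quasi-likelihood test). The list median was −1.16 with a length trend and −1.22 with a GC trend removed, which argues against either trend as the whole cause. Fewer granule neurons alone would lower all markers alike if no other cell type expressed them, and the 4 genes spread over 1.58. Since their expression in other cells is not known here, fewer cells and lower expression per cell cannot be told apart.

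Upregulated genes were more frequent on chromosome 18, with 33 of 468 tested genes where 14.2 were expected (odds ratio 2.52, Fisher's exact test, adjusted p = 2.77e-04 over 40 tests). They start between positions 10644411 and 86711110 of GRCm38. A gain of the whole chromosome is argued against, since the median log2 fold change of its tested genes was 0.017 and an extra copy would give 0.58. Clustered protocadherin genes, which could share reads, account for 3 of the 33, and the odds ratio was 2.59 without them. A single cluster of neighbours is argued against as well, because at most 9 of the genes start within 5 Mb. With a length or GC trend removed, the odds ratio was 2.20 and 2.37. The result is less stable to the choice of libraries. In the 6 fits that each left out one library, 19 to 27 genes were called, the fewest without control 3, with an odds ratio of 1.86 to 2.28, the unadjusted p was at most 0.00756 and the adjusted p lay between 0.0235 and 0.163, under 0.05 in 2 fits. Fewer calls per fit and a chance excess cannot be told apart here, and where the Nestin-Cre transgene is inserted was not analysed.

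The paper's text does not discuss the 5 genes with the largest rises in these libraries. *Onecut1* rose by 3.27 on the log2 scale. Hindbrain tissue carried over with the mutant cerebella could bring it, but the largest mean of a gene in the hindbrain list was 0.510 CPM in the libraries labelled mutant, too close to the limit of detection to decide. *Onecut1* itself was at 1.74 ± 0.566 CPM (SD, n = 3) there, and DESeq2 gave it no adjusted p.

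*Cbr2* rose by 2.44 (adjusted p = 0.00501) and *Fgfbp1* by 1.86 (adjusted p = 0.00251, both from edgeR's quasi-likelihood test), but without mutant 1, the library with the highest value of each, the rises were 2.02 and 1.59 and the adjusted p was 0.0254 and 0.0130. The call of *Cbr2* was also lost without control 2 (adjusted p = 0.0247) and without control 3 (adjusted p = 0.0262, edgeR's quasi-likelihood test). It held without control 1, mutant 2 or mutant 3, so the loss was not specific to mutant 1. *Ctxn3* rose by 1.90 and lies on chromosome 18. No explanation was tested for these 3 genes.

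*Gm44544*, a unitary pseudogene, rose by 2.14 from 0.238 ± 0.0366 to 1.07 ± 0.158 CPM (SD, n = 3). It overlaps *Zfp385c* on the same strand, whose log2 fold change was 0.49 and which lay at 46.0 CPM in the controls. Reads of *Zfp385c* could add to the count of *Gm44544*, and since the counts do not show which reads were shared, this cannot be told apart from a change of *Gm44544* itself.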

How the results depend on the processing

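The trends with GC content and the Y-chromosome covariate, *Fgf8* at its bound, the extension of the edgeR alternatives to pathways, lists and chromosomes, and camera with an estimated correlation for the marker lists were chosen after the results were seen.

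The numbers of calls depended on the thresholds and on the unit. Without a fold change threshold, 1268 genes were downregulated and 1147 upregulated; beyond a log2 fold change of 1, 163 and 81; and with the fold change tested against 0.5 itself, 145 and 30. At an adjusted p under 0.05, 838 genes were upregulated. limma-trend on log2(FPKM + 1) gave 388 and 281 genes and, without a filter on low values, 286 and 176, of which 282 and 174 were shared with the edgeR calls. On log2(FPKM + 0.1), 335 genes were upregulated. Why FPKM values gave fewer calls was not examined; the cause was not tested. DESeq2 called again 596 of the 635 downregulated and 507 of the 530 upregulated genes. Of the 23 alternatives, 18 for the downregulated and 15 for the upregulated genes stayed within 1.5 times the counts given. Across the 6 fits that each left out one library, 492 to 778 genes were downregulated and 349 to 569 upregulated. The lowest count of upregulated genes was that without mutant 3; these fits have fewer samples.

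*Tox3* and *Atoh1* kept their direction and their side of the thresholds in all 19 and 18 alternatives that tested them. *Atoh1* could not be tested with at least 10 counts in every library, and its smallest fall was −3.76. Of the S phase genes, 17 to 34 were downregulated, with 17 under limma-trend without a filter, and of the G2/M genes 22 to 44, with 22 in the same setting. The GNP-enriched genes gave 11 to 15. The comparison of genes with and without shared peaks reversed, to 0.57, with at least 10 counts in every library, a filter that removes the genes that fell to near 0. The other comparison stayed between 0.78 and 1.58.

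Reactome pathways numbered 56 to 202, with 202 under camera, which does not use the calls. The number of marker lists that passed was 9 to 12 apart from camera with an estimated correlation, where it was 0 and where 4 lists had an unadjusted p under 0.05. The number of chromosome tests that passed was 0 to 2 across the 6 fits without one library, in which the unadjusted p for upregulated genes on chromosome 18 was at most 0.00756; without mutant 3 it was 2. In the other 10 alternatives it was 1.

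Genes with a change near 0 reversed without reaching the thresholds. *Tox* was at −0.0069 with the Y-chromosome covariate and between −0.045 and 0.13 with one library left out, *Tox4* at 0.0035 with a GC trend removed and between −0.095 and 0.068, *Ccna1* between −0.39 and 0.027, and *Col3a1* at 0.0061 with library size alone, at 0.036 with a length trend removed and between −0.12 and 0.055. The cause was not tested. *Cbr2*, *Gm44544* and *Fgfbp1* fell short of the thresholds in 6, 11 and 6 alternatives, *Onecut1*, *C230057A21Rik* and *Cdca8* in 2 each and *Mki67* in 1.

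Replicate numbers do not pair the samples. The correlations of deviations from the group means between samples with the same number were 0.24, 0.26 and −0.16, and neither the paper nor the labels give the numbers a meaning. With the replicate block, 696 genes were downregulated, 619 of them shared, and 561 upregulated, 510 of them shared. With the block, *Gm44544* lost its call (adjusted p = 0.0103, edgeR's quasi-likelihood test), and no other gene followed through the alternatives changed its call there. The highest adjusted p of *Gm44544* in any alternative was 0.0428, from limma-trend on log2(FPKM + 0.1).

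The depth limits the genes near 0. *C230057A21Rik* and *Fgf8* are known only by a bound, and DESeq2 gave no adjusted p for *C230057A21Rik*, *Onecut1* and *Gm44544*.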

Differences from the paper's values

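No test of a cause was chosen in this part. For *Tox3*, the paper reports a reduction of 98 ± 1.6% (SEM, by the legend of Fig. S2) by RT-qPCR in P1 cerebella. The reduction of the gene-level count in the bulk libraries was 7.30%. The assays differ, since RT-qPCR measures a short amplicon and the count covers the whole gene. None of the 17 alternatives set before the data were examined closed the gap, with reductions between 4.20% and 9.74%.

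The −log10 adjusted p of *Atoh1* was 7.05 in edgeR's quasi-likelihood test and about 64 in the paper's Fig. 3C, read by eye. DESeq2, which the paper's methods name, gave 64.6, and the edgeR test with no filter beyond 1 count gave 71.2. The other 14 alternatives set before the data were examined did not close the gap, and the lowest gave 3.95.

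For *Ccna1*, the level relative to control was 0.850 in the bulk libraries and about 0.5 in Fig. S3E, read by eye. That figure reports RT-qPCR on independent samples. All 17 alternatives set before the data were examined left the gap, with values between 0.764 and 1.02.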

Other observations

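All tests of explanations in this part were chosen after the results were seen, apart from the other splits of the libraries.

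The 6 libraries can be split into 3 and 3 in 10 ways. The split by label alone, 1 of 10, gave as many downregulated genes, as many upregulated genes, as many downregulated S phase, G2/M phase and GNP-enriched genes, as small a p for the S phase and G2/M lists, as many Reactome pathways, as many marker lists and as many chromosome tests. With 10 splits the share cannot go below 0.1, so the count of splits decides nothing. Each of the other 9 splits puts 2 libraries of one label with 1 of the other and so keeps part of the difference between labels.

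Some technical trends were tested on the calls as a whole. With every library thinned to 15391854 counts, the total of the smallest, 618 of the 635 downregulated genes were called again. With a gene length trend removed, the number was 604, with a GC trend removed 566, and with the Y-chromosome covariate 606. The 10 most abundant genes took at most 3.57% of the counts of a library. Library size, length, GC content, sex and a few dominant genes are each argued against as the source of most calls. Effects of Nestin-Cre itself, of litter and of cell composition remain open and were not separated by the design.

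The *Tox3* count did not differ between the labels. Loss of the whole transcript in nearly all cells is argued against by the log2 fold change of −0.11. An exchange of a control library with a mutant library is argued against by *Atoh1*, whose lowest value in the libraries labelled control was 53.6 times its highest value in those labelled mutant. A candidate explanation is that the deletion removes an exon while the remaining transcript is still made and counted. The forward primer of the paper's RT-qPCR assay matches exon 5 of an annotated *Tox3* transcript with 7 exons (chromosome 8 of GRCm38 from 90254275 to 90254502), which holds 228 of the 3356 bp of the transcript, or 6.79%, and the loss of this exon alone predicts a log2 fold change of −0.10. The reverse primer had no exact match in the same transcript, the only *Tox3* transcript searched. The loss of exon 3 alone predicts −0.114 and that of exon 4 alone −0.121, so the value does not single out the exon with the primer match. The observed value lay within its standard error of 0.06 of all 3 predictions, and it did not differ from 0 (adjusted p = 0.252, edgeR's quasi-likelihood test). Since the counts are not given per exon, the loss of an exon of this length and no change cannot be told apart. Of the paralogs, *Tox* had a log2 fold change of 0.06 (adjusted p = 0.787), *Tox2* of 0.45 (adjusted p = 0.0831) and *Tox4* of −0.03 (adjusted p = 0.820) in edgeR's quasi-likelihood test. The signs of *Tox* and *Tox4* reversed in other fits.

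It was asked whether fewer GNPs alone could account for the falls, which would lower markers of GNPs alike. The log2 fold change of *Atoh1* minus the median of the GNP markers was −5.77, whereas that difference was −0.058 for the median of the S phase list. How much other cells contribute to each gene is not known from bulk RNA. From these libraries alone, fewer GNPs and a change of expression within them therefore cannot be told apart for either. The paper's snRNA-seq at the same age reports a lower share of GNPs, *Atoh1* almost absent in mutants and comparable Ki67-positive GNPs. Those data bear on the question but were not analysed here.

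The paper measured 7 cell cycle genes by RT-qPCR on an independent sample set. In the bulk libraries, log2 fold changes were −1.25 for *Mki67*, −0.79 for *Ccnb1*, −0.60 for *Ccnb2*, *Cdca8* and *Cdk1*, and −0.46 for *Pcna*, which lay below the fold change threshold with an adjusted p of 2.88e-04 in edgeR's quasi-likelihood test. *Ccna1* had −0.23 (standard error 0.26, adjusted p = 0.560 from the same test) at 3.96 CPM in the controls.

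*Chrnb4*, among the largest falls, neighbours *Chrna3* on chromosome 9, which lies from 55010111 to 55026562 and had a log2 fold change of −3.29 which lay at −2.51 or below in every alternative. *Chrna5*, on the other side of *Chrna3* from 54980880 to 55007779, had −0.27 (standard error 0.31, adjusted p = 0.573 from edgeR's quasi-likelihood test). *Chrna3* and *Chrna5* were looked up after these values were seen. No explanation was tested.

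The remaining marker lists did not pass camera. Their median log2 fold changes were −0.04 for progenitors, 0.10 for GABAergic cerebellar nuclear neurons, 0.35 for GABAergic interneurons, 0.21 for Bergmann glia, 0.23 for unipolar brush cells, 0.19 for microglia, 0.05 for erythrocytes and 0.03 for midbrain, and no gene of the hindbrain list passed the filter on low counts. With fry, however, the lists of GABAergic interneurons (adjusted p = 9.38e-04), Bergmann glia (0.00638) and microglia (0.0319) passed. The interneuron list also passed camera in some alternatives. Its camera adjusted p was 0.0308 with no filter beyond 1 count, 0.0413 with a length trend removed and 0.0402 without control 3. None of these lists passed camera with the correlation between genes estimated from the data. Single libraries moved the medians near 0. That of the midbrain list lay between −0.17 without mutant 3 and 0.59 without control 1, that of the erythrocyte list between −0.018 without control 2 and 0.19 without mutant 1, that of GABAergic cerebellar nuclear neurons at 0.18 without control 3, at 0.013 without mutant 2 and close to 0 without control 1, and that of progenitors between −0.079 without control 2 and −0.0040 without control 3. Within the lists, *Gdf10* of the Bergmann glia list rose by 1.18 (standard error 0.07, adjusted p = 7.77e-06 from edgeR's quasi-likelihood test). Of the 26 candidate genes of Dataset S2, 21 were tested, with a median of 0.22, or 0.14 without control 3. *Atoh1* and *Pou4f2* were downregulated among them, *Pou4f2* with a log2 fold change of −3.54 (standard error 0.45, adjusted p = 4.53e-04 from the same test).

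The choroid plexus list had a median of 0.91, but its genes varied between libraries. The median was 0.076 without mutant 3, and 0.38 with the Y-chromosome covariate. *Ttr* was counted at 131.2, 101 and 67.7 CPM in the libraries labelled control and at 181, 6.06 and 711 CPM in those labelled mutant. Choroid plexus carried over with some cerebella could bring this about. Across the 6 libraries, log2 CPM of *Ttr* and the mean log2 CPM of the other 9 genes of the list had a Pearson r of 0.813 (exact permutation over 720 arrangements, p = 0.0833) and a Spearman rho of 0.943 (exact permutation, p = 0.0167), and r was 0.914 without the 2 libraries farthest from the median. This was the only such relation computed. With 6 libraries, carried-over tissue and a difference in expression cannot be told apart. *Otx2*, which the midbrain list also holds, went the other way, with a log2 fold change of −1.16 (standard error 0.08, adjusted p = 1.81e-05 from edgeR's quasi-likelihood test).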
